# Taxonomy of fibroblasts and progenitors in the synovial joint at single-cell resolution

**DOI:** 10.1136/ard-2021-221682

**Published:** 2022-11-22

**Authors:** Fraser L Collins, Anke J Roelofs, Rebecca A Symons, Karolina Kania, Ewan Campbell, Elaina S R Collie-duguid, Anna H K Riemen, Susan M Clark, Cosimo De Bari

**Keywords:** Fibroblasts, Synovitis, Osteoarthritis, Knee

## Abstract

**Objectives:**

Fibroblasts in synovium include fibroblast-like synoviocytes (FLS) in the lining and *Thy1*+ connective-tissue fibroblasts in the sublining. We aimed to investigate their developmental origin and relationship with adult progenitors.

**Methods:**

To discriminate between *Gdf5*-lineage cells deriving from the embryonic joint interzone and other *Pdgfrα*-expressing fibroblasts and progenitors, adult *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice were used and cartilage injury was induced to activate progenitors. Cells were isolated from knees, fibroblasts and progenitors were sorted by fluorescence-activated cell-sorting based on developmental origin, and analysed by single-cell RNA-sequencing. Flow cytometry and immunohistochemistry were used for validation. Clonal-lineage mapping was performed using *Gdf5-Cre;Confetti* mice.

**Results:**

In steady state, *Thy1*+ sublining fibroblasts were of mixed ontogeny. In contrast, *Thy1-Prg4*+ lining fibroblasts predominantly derived from the embryonic joint interzone and included *Prg4*-expressing progenitors distinct from molecularly defined FLS. Clonal-lineage tracing revealed compartmentalisation of *Gdf5*-lineage fibroblasts between lining and sublining. Following injury, lining hyperplasia resulted from proliferation and differentiation of *Prg4*-expressing progenitors, with additional recruitment of non-*Gdf5*-lineage cells, into FLS. Consistent with this, a second population of proliferating cells, enriched near blood vessels in the sublining, supplied activated multipotent cells predicted to give rise to *Thy1*+ fibroblasts, and to feed into the FLS differentiation trajectory. Transcriptional programmes regulating fibroblast differentiation trajectories were uncovered, identifying Sox5 and Foxo1 as key FLS transcription factors in mice and humans.

**Conclusions:**

Our findings blueprint a cell atlas of mouse synovial fibroblasts and progenitors in healthy and injured knees, and provide novel insights into the cellular and molecular principles governing the organisation and maintenance of adult synovial joints.

**WHAT IS ALREADY KNOWN ABOUT THIS TOPIC**

- Synovial fibroblasts, consisting of lining fibroblast-like synoviocytes (FLS) and sublining connective tissue fibroblasts, play a critical role in joint health and arthritis pathology. However, their phenotypic diversity, developmental origin and relationship with adult progenitors is incompletely understood.

**WHAT THIS STUDY ADDS**

- This study reveals the relationship between ontogeny and phenotypic diversity of synovial fibroblasts, and shows at single-cell level the cellular and molecular pathways involved in the response to injury. Findings also identify *Prg4*-expressing FLS progenitors in the lining and facultative progenitors in sublining that are activated by cartilage injury and give rise to FLS and *Thy1*+ sublining fibroblasts.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE OR POLICY**

- This study provides novel insight into the hierarchical pathways and molecular regulation that govern synovial fibroblast cell fate in the adult joint.

## Introduction

The synovium consists of two layers, lining and sublining. The sublining is composed of Thy1+ fibroblasts, immune cells, blood vessels and nerves in a meshwork of extracellular matrix (ECM). The lining consists of type A macrophage-like synoviocytes and type B fibroblast-like synoviocytes (FLS). The FLS are specialised fibroblasts, negative for Thy1, which are unique to the synovium and critical for the maintenance of joint homeostasis through secretion of lubricating factors including lubricin (encoded by *Prg4*) and hyaluronic acid.^1^ Here, we will use the term synovial fibroblasts to collectively refer to Thy1-Prg4+ FLS in the lining and Thy1+ fibroblasts in the sublining.

Synovial fibroblasts express platelet-derived growth factor receptor α (*Pdgfrα*),^2^ a pan-fibroblast marker^3^ also expressed by skeletal progenitors.^4^ They are ontogenetically heterogeneous and derive in part from the growth differentiation factor 5 (*Gdf5)*-expressing cells of the embryonic joint interzone.^2^ The joint-interzone cells give rise to joint tissues during development, including articular cartilage and synovium.^5–7^ Tracing of *Gdf5*-expressing cell progeny into adulthood, using *Gdf5* regulatory sequence to control *Cre* expression that is active in the embryonic knee joint interzone but not in healthy, injured or osteoarthritic adult knees,^8–10^ revealed that the *Gdf5-*lineage cells in adult mouse knees proliferate following cartilage injury and repair cartilage.^2^ More recently, we identified within the adult *Gdf5*-lineage cell population two progenitor cell subsets, *Prg4*-expressing cells in synovial lining and *Sox9*-expressing cells in periosteum, which cooperate to form osteophytes during osteoarthritis.^11^ FLS express *Prg4*, and whether the progenitor activity of *Prg4*+ cells in the lining reflects FLS plasticity or true progenitor cells exist that are distinct from FLS, remains to be determined. Furthermore, it is not known whether a common adult stem/progenitor cell lineage or distinct pools of progenitors supply the different subsets of synovial fibroblasts.

Here, we used transgenic mice allowing the separation of ontogenetically distinct *Gdf5*-lineage mesenchymal stromal cells from other *Pdgfrα*-expressing fibroblasts and progenitors, we analysed at the single-cell level the transcriptome of these lineages in healthy and injured adult knees to construct a stromal cell atlas of the joint and elucidate the relationships between fibroblasts and progenitors in synovium.

## Methods

Materials and methods are available inonline supplemental materials and tables 1–4

10.1136/ard-2021-221682.supp1 Supplementary data

## Results

### Developmental origin and taxonomy of adult synovial fibroblasts in steady state.

To investigate the developmental origin of adult synovial fibroblasts, we used *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice to trace cells from the *Gdf5*-expressing embryonic joint interzone based on tdTomato (Tom) expression and to identify fibroblasts and progenitors based on *Pdgfrα*-promoter-driven green fluorescent protein (GFP) expression (figure 1A). Cells isolated from adult mouse knees were sorted by FACS into Tom+ *Gdf5*-lineage cells, which coexpressed GFP, and Tom-GFP+ cells, and analysed independently by scRNA-seq, to ensure high purity (figure 1B; online supplemental figures 1 and 2). 

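The steady-state data come from knees of mice aged 11 weeks. They hold 2 Tom+ libraries from 2 mice and 1 Tom-GFP+ library from 1 matched mouse, made with the 5' chemistry of 10x Genomics. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization, for barcodes that the authors had already called as cells. The Tom+ libraries held 880 barcodes with 2866464 and 4751957 UMIs in total, and the Tom-GFP+ library held 411 barcodes with 3338556 UMIs. Barcodes with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs were kept, which left 875 Tom+ and 410 Tom-GFP+ cells (the paper's reported numbers are 786 and 376). With at least 1000 genes and at most 5% mitochondrial UMIs, 827 and 389 cells were left. The median depth of the kept cells was 8647 and 8050.5 UMIs in the Tom+ libraries and 8080.0 in the Tom-GFP+ library. Libraries were integrated with Seurat by canonical correlation analysis on 2000 variable genes and clustered on 30 dimensions at resolution 1. Genes to be read out afterwards were held out of the variable genes, among them the collagens, the reporter transgenes and the transcription factors under study. Clusters were named by marker genes listed beforehand. Genes were then compared on UMIs summed over the cells of a class in each library, so that n counts libraries and not cells. The Tom-GFP+ steady state has no replicate, and tests that involve it take its spread from the other groups. Intervals for the share of cells in a single library are exact 95% binomial intervals (Clopper-Pearson) and cover counting error alone.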

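Clustering of the 3 steady-state libraries gave 13 clusters over 1285 cells. By their marker genes, 4 of them were FLS (55 cells), osteoblast-lineage cells (173 cells), chondrocyte-lineage cells (49 cells) and tenocyte-lineage cells (86 cells), and another was vascular smooth muscle (31 cells). The other 8 carried the names F1 (133 cells), F2 (223 cells), F3 (100 cells), F4 (143 and 54 cells in separate clusters), F5 (89 cells), F6 (42 cells) and an unnamed *Thy1*+ fibroblast cluster (107 cells). Positions of genes are given on GRCm38 from GENCODE release vM21. The authors' build is not stated in the text or the files read, which did not include the online supplement, and 54409 of the 54532 Ensembl genes listed are in that annotation, 53842 of them with the same symbol. In these 8 clusters, UMIs of *Thy1* (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579) were detected in 39.3% of cells (F5) to 90.7% (the smaller F4 cluster), and UMIs of *Cd34* (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) in 88.1% (F6) to 100% of cells, at median depths from 5076 to 10454 UMIs per cell. FLS, at a median of 14409 UMIs, had *Thy1* UMIs in 5.45% and *Cd34* UMIs in 18.2% of cells. In chondrocyte-lineage cells, at a median of 10190.0 UMIs, the shares were 4.08% and 12.2%, which gives the level to be read as background. In vascular smooth muscle, at a median of 5322 UMIs, they were 12.9% and 6.45%. The *Thy1* share there rests on 31 cells and on the clustering. In the smooth muscle cluster found over all 9 libraries (96 cells, 77 of them injured, median 8148.5 UMIs) the shares were 79.2% and 7.29%. Smooth muscle is thus not to be read as a class low in *Thy1*. Not all other classes were low. In tenocyte-lineage cells, at a median of 8131 UMIs, they were 48.8% and 52.3%, so *Thy1* was detected more often there than in F5. In osteoblast-lineage cells, at a median of 6635 UMIs, they were 27.2% and 16.2%.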

Unsupervised clustering of integrated datasets (figure 1C) and analysis of differentially expressed genes (DEGs) (figure 1D; online supplemental figure 3; table 5) identified FLS, osteoblast-lineage cells, chondrocyte-lineage cells, tenocyte-lineage cells, and 6 fibroblast clusters (F1–F6) expressing the synovial sublining fibroblast markers *Thy1* and *Cd34* (figure 1E, F).^12 13^ Gene Ontology (GO) analysis of significant cluster genes indicated functional diversity between the *Thy1*+ fibroblast clusters (figure 1G). 

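Shares of the kept steady-state cells differed in size between the lineages from cluster to cluster. F5 made up 2.53% ± 0.584 (SD, n = 2 libraries) of Tom+ cells and 16.1% of the cells of the Tom-GFP+ library, and F6 made up 1.06% ± 0.205 and 8.05%. For F3 the shares were 6.04% ± 3.86 and 12.9%. For F4 they were 9.55% ± 0.267 and 14.4% in the larger cluster and 3.34% ± 0.827 and 6.34% in the smaller. The unnamed *Thy1*+ cluster made up 11.1% ± 3.50 and 3.66%. F1 made up 11.0% ± 0.238 and 8.78%, and F2 18.5% ± 0.914 and 14.6%. For F2 this rests on the clustering. F2 made up 22.0% ± 5.76 of Tom+ and 21.7% of Tom-GFP+ stromal cells when all 9 libraries were clustered. At resolution 0.6 its share was lower in Tom+ cells (33.9% against 41.0%). It was also lower with at least 200 genes and at most 20% mitochondrial UMIs. The same held with the held-out genes as features and without the highest Scrublet scores. It was higher in Tom+ cells without integration (45.6% against 16.7%), at resolution 1.5 (16.3% against 12.1%) and with at least 1000 genes and at most 5%. Osteoblast-lineage cells made up 16.6% ± 1.71 of Tom+ cells and 6.10% of Tom-GFP+ cells. These shares were not tested between the lineages, since the Tom-GFP+ steady state is a single library.
Between the lineages, UMIs summed over the *Thy1*+ fibroblast clusters in each library were compared for 11989 genes. The clusters were those found over all 9 libraries with the injured state included. In the steady state 4 genes differed at a false discovery rate of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 522 at an unadjusted p under 0.05 and 21 by DESeq2. They are named here after their values were seen. The reporter tdTom was higher in Tom+ cells, at 427 ± 66.4 CPM (counts scaled to library size) (SD, n = 2) against 5.70. The other 3 were lower in Tom+ cells. *Eln* (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323) was at 16.4 ± 3.86 against 210.3 CPM (log2 fold change -3.67, standard error 0.40, adjusted p = 0.0349 from the same test), *Smoc2* (ENSMUSG00000023886, chromosome 17, 14279506 to 14404790), which is also a marker used to name F6, at 60.5 ± 26.9 against 482, and *Pcdh7* (ENSMUSG00000029108, chromosome 5, 57717967 to 58133230) at 5.75 ± 1.51 against 37.7. Without either Tom+ library, 0 genes passed, and with no filter on low counts 235 did. In simulated data of this design 13.9% of changed genes were recovered, so a low count of genes leaves room for undetected differences. The clusters summed differ in share between the lineages (F6 2.18% ± 0.0501 against 12.8%, the unnamed *Thy1*+ cluster 12.2% ± 0.528 against 19.0%), and *Eln* is among the top genes of the unnamed cluster and *Smoc2* of F6. In the clustering of the steady-state libraries alone, the cluster left unnamed went the other way (11.1% ± 3.50 against 3.66%). The unnamed clusters of these clusterings thus do not hold the same cells. The 4 differences were not separated from this mix of clusters, and no test was made within single clusters.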

The two ontogenetic lineages made variable contributions to the different fibroblast clusters, and within each cluster, Tom+ and Tom-GFP+ cells were highly transcriptomically similar (online supplemental figure 4). 

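FLS, named in the clustering of the steady-state libraries by *Prg4* (ENSMUSG00000006014, chromosome 1, 150449412 to 150466165), *Clic5* (ENSMUSG00000023959, chromosome 17, 44188584 to 44280172), *Itga6*, *Tspan15*, *Htra4* and *Col22a1*, made up 20 of 331 cells (6.04%, 95% interval 3.73 to 9.18) and 32 of 544 cells (5.88%, 4.06 to 8.20) in the Tom+ libraries. In the Tom-GFP+ library they made up 3 of 410 cells (0.732%, 0.151 to 2.12), and its interval lies below those of both Tom+ libraries. The same 3 cells were FLS in all 8 alternative clusterings of the steady-state libraries, of which 3 were looked at after the data were seen. When all 9 libraries were clustered together, 3 of 406 stromal cells of the Tom-GFP+ library were FLS, and the number moved most when cells with the highest 5% of Scrublet doublet scores were left out, to 5 of 378, and without integration, to 2 of 407. No test between the lineages is given, since 1 Tom-GFP+ library has no spread of its own.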

Strikingly, FLS were only detected in the Tom+ population, deriving from the embryonic joint interzone (figure 1C).

**Figure 1:**
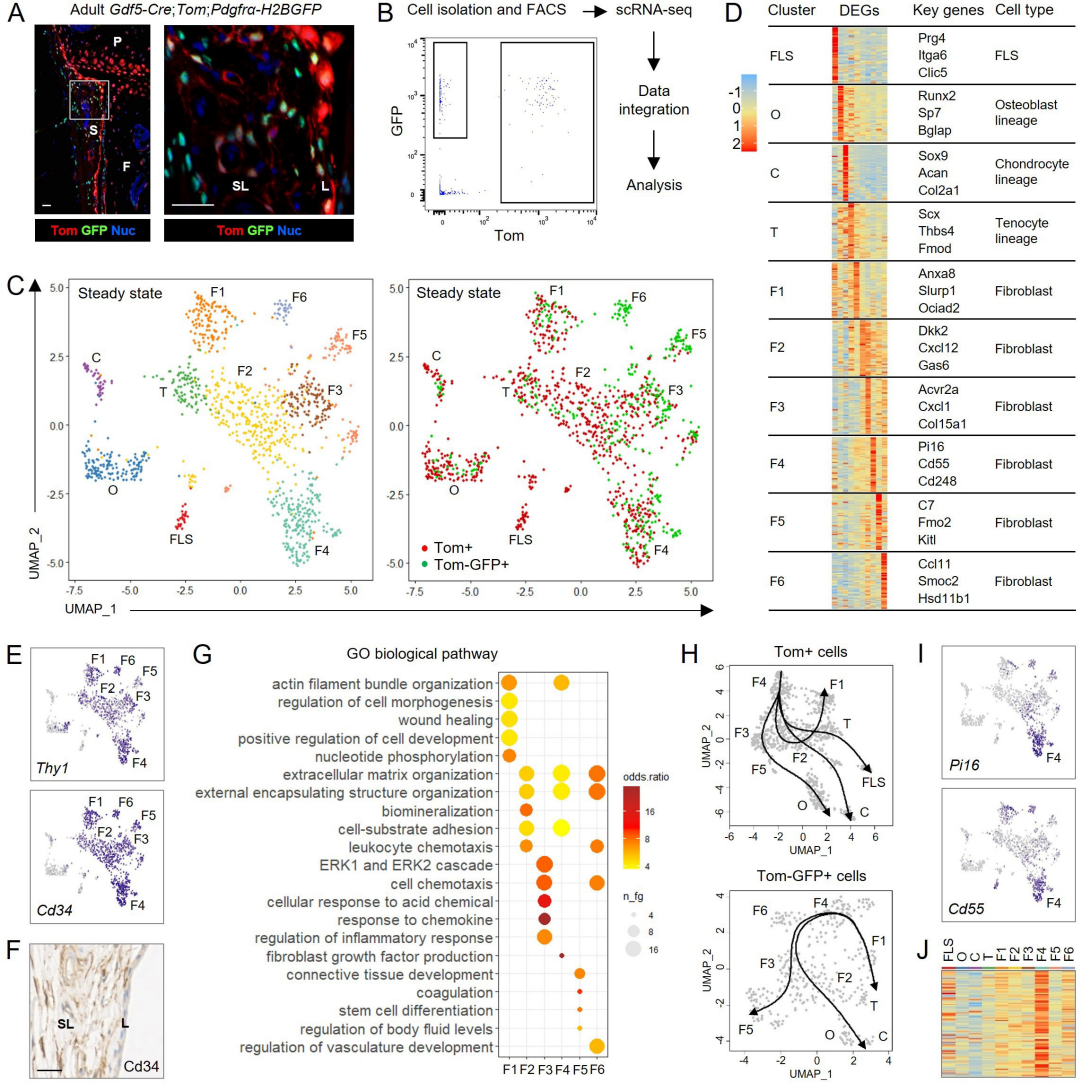
Single-cell transcriptomic atlas of adult mouse synovial fibroblasts. Cells were isolated from knees of 11-week-old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice, sorted by FACS into *Gdf5*-lineage cells (Tom+) and other cells expressing the pan-fibroblast marker *Pdgfrα* (Tom-GFP+), and analysed by scRNA-seq. (A) Histology showing Tom+GFP+ and Tom-GFP+ cells in synovium of 15-week-old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mouse knee (n=3). Blue: DAPI nuclear counterstain. White outline on left shown at higher magnification on right. scale bars: 20 µm. S: synovium; P: patella; F: femur; SL: synovial sublining; L: synovial lining. (B) Experimental workflow with flow cytometry scatter plot showing cell populations sorted by FACS. See online supplemental figure 1 for extended data. (C) Unsupervised UMAP plot of integrated scRNA-seq data from 786 Tom+ cells (n=2 mice) and 376 Tom-GFP+ cells (n=1 matched mouse). Left: unsupervised clustering. Right: colour-coded by analysed cell population. See online supplemental figure 2 for extended data. (D) Analysis of differentially expressed genes (DEGs) to identify clusters. Heatmaps show expression of top 50 DEGs for each cluster. Key genes indicate selected DEGs that identify cell types or are dominant cluster-specific genes. See online supplemental figure 3 for UMAP plots of key genes and online supplemental table 5 for top 10 DEGs for each cluster. (E) UMAP plots showing expression of *Thy1* and *Cd34* by fibroblast clusters F1-F6. (F) Immunohistochemical detection of Cd34 in synovial sublining (SL) of 11-week-old mouse knee (n=7). Scale bar: 20 µm. (G) Over-representation analysis of gene ontology (GO) categories for the identified *Thy1*+ fibroblast clusters. (H) Inferred lineage trajectories within the Tom+ and the Tom-GFP+ cell populations based on Slingshot unbiased pseudotime analysis visualised using principal curves. Within both ontogenetic cell lineages, the F4 fibroblast cluster was predicted to represent a root state. (I) UMAP plots showing expression of the cross-tissue universal fibroblast marker *Pi16* and *Cd55* by fibroblast cluster F4. (J) Heatmap showing expression of top 100 DEGs of the *Pi16*+ cross-tissue fibroblast cluster identified by Buechler *et al* 15 by the clusters identified in the adult mouse knee. UMAP, uniform manifold approximation and projection; FLS, fibroblast-like synoviocytes; C, chondrocyte-lineage cells; O, osteoblast-lineage cells; T, tenocyte-lineage cells; F, fibroblasts.

To identify putative developmental relationships among cell clusters, we performed unsupervised Slingshot lineage inference.^14^ This predicted, for both ontogenetic cell lineages, trajectories that emerged from the F4 fibroblast cluster towards the specialised cells of the skeletal joint (figure 1H). The transcriptome of the F4 cluster was characterised by *Pi16* and *Cd55* expression (figure 1I), and correlated with the transcriptome of a population of *Pi16*+ fibroblasts recently identified across multiple tissues that has been postulated to represent a reservoir of non-specialised, universal fibroblasts that can develop into specialised, tissue-specific fibroblasts (figure 1J).^15^

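In the 3 steady-state libraries, F4 cells were compared with the other *Thy1*+ fibroblasts of the same library, with the library as a block. F4 was named by Dpp4, Cd248, Sema3c, Anxa3, Limch1 and Efhd1, so that *Pi16* and *Cd55* were left free for the comparison. *Pi16* (ENSMUSG00000024011, chromosome 17, 29317680 to 29330593) was at 5819 ± 1823 CPM (SD, n = 3 libraries) in F4 cells and 389 ± 253 in the others, a log2 fold change of 4.02 (standard error 0.32, adjusted p = 3.88e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd55* (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) was at 480.3 ± 245 and 147 ± 53.3 CPM, a log2 fold change of 1.66 (standard error 0.12, adjusted p = 1.51e-07 from the same test). Both genes were higher in F4 cells in 3 of 3 libraries. Of 8276 genes tested, 417 were higher and 453 lower at a false discovery rate of 0.05. The count moved most with DESeq2, which called 381 genes. Both genes passed when adjusted over the list alone, as they did over all genes tested, and this is not independent evidence, as the study chose them on these samples.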

Collectively, these data reveal that the adult joint contains functionally distinct fibroblast subsets of heterogeneous developmental origin, with each ontogenetic lineage comprising a universal fibroblast population predicted to give rise to specialised cells.

### Identification of FLS and progenitors in synovial lining

Analysis of the scRNA-seq data showed that the FLS cluster only included Tom+ cells deriving from the embryonic joint interzone (figure 1C). 

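UMIs of the reporter tdTom were detected in 83.1% and 91.0% of the stromal cells other than FLS in the Tom+ libraries, so a lack of them does not by itself set a cell apart from the Tom+ lineage. All 46 Tom+ FLS of the steady state had tdTom UMIs, with medians of 11 and 12 in the Tom+ libraries, and 1 of the 46 had as few as 1. The 3 FLS of the Tom-GFP+ library had 0, 1 and 1 tdTom UMIs and 2, 10 and 11 H2BeGFP UMIs, at depths of 18517, 20006 and 21896 UMIs. They held 276, 866 and 236 *Prg4*, 6, 18 and 0 *Clic5*, and 12, 23 and 1 *Tspan15* UMIs. In Tom+ FLS of the steady state *Clic5* UMIs were detected in 93.5% and *Tspan15* UMIs in 95.7% of cells. The third cell, which also held 1 *Thy1* UMI, is therefore less certain to be FLS. Its *Prg4* level, the lowest of the 3 at 107.8 per 10000 UMIs, lies above all 403 other stromal cells of that library, whose highest was 104.1 and whose median was 0. Among those 403 cells, 15 had tdTom UMIs (3.72%, 95% interval 2.10 to 6.06). The paper states that its FLS cluster held only Tom+ cells, and with flow cytometry and staining concludes that most FLS come from the joint interzone.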

We sought to confirm this in a larger cohort of mice and other synovial joints. Tom+ cells were present in synovial lining in all joints analysed (online supplemental figure 5). Flow cytometry confirmed that Thy1-Itga6+ FLS were enriched in the Tom+GFP+ population, while Thy1+Cd55+ universal fibroblasts were similarly or less abundant in the Tom+GFP+ compared with the Tom-GFP+ population (figure 2A; online supplemental figure 6). Furthermore, immunofluorescence staining on tissue sections showed that the vast majority of FLS, identified by Clic5 expression, expressed Tom (figure 2B; online supplemental figure 7). These findings show that, consistent with the scRNA-seq data, the FLS in the adult synovial joints predominantly derive from the embryonic joint interzone.

**Figure 2:**
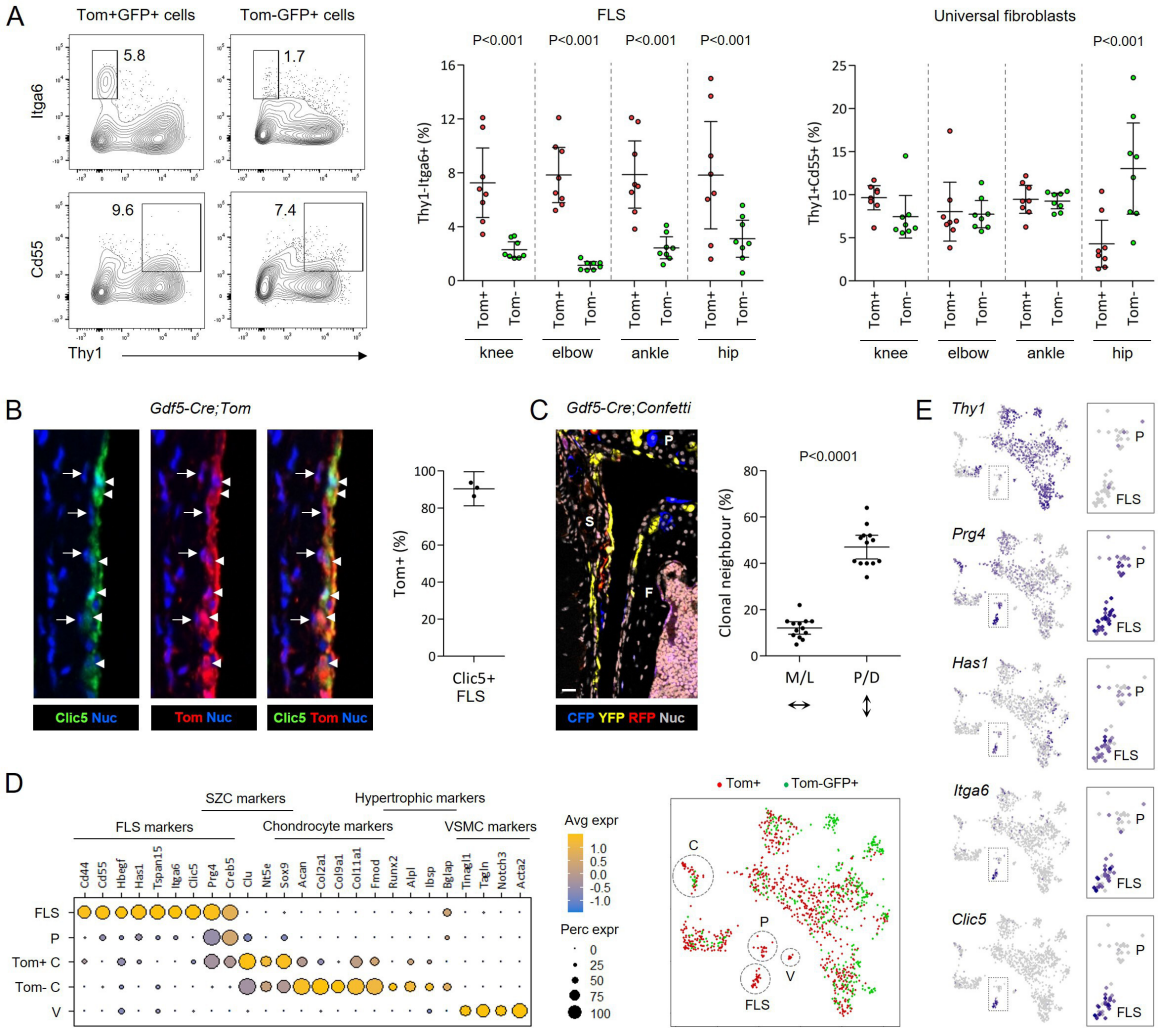
Ontogenetic compartmentalisation of synovial lining and sublining fibroblasts. (A) Detection of Thy1-Itga6+ FLS and Thy1+Cd55+ universal fibroblasts within Tom+GFP+ and Tom-GFP+ cell populations in indicated joints of 21–23 week old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice (n=8) by flow cytometry. Flow plots show gating to identify cell populations. See online supplemental figure 6 for full gating strategy and controls. Graphs show percentage of Thy1-Itga6+ FLS and Thy1+Cd55+ fibroblasts within Tom+GFP+ and Tom-GFP+ cell populations in each of the joints. P values: two-way repeated-measures ANOVA with Holm-Sidak post-test after log-transformation. (B) Tom+cells expressing the FLS marker Clic5 (arrowheads) and adjacent Tom+Clic5- cells (arrows) in synovial lining of 10-week-old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice detected by immunofluorescence staining. Scale bars: 10 µm. Graph shows the percentage of Clic5+ FLS that are Tom+ (n=3). See online supplemental figure 7 for low magnification image and isotype negative control staining. (C) Clonal lineage analysis in 13–16 week old *Gdf5-Cre;Confetti* mouse knees. Clonal cell clusters in synovium, marked by expression of cerulean fluorescent protein (CFP), yellow fluorescent protein (YFP) or red fluorescent protein (RFP), show alignment along the proximal-distal axis parallel to synovial lining. Scale bar: 20 µm. S: synovium; P: patella; F: femur. Graph shows percentage of labelled cells with at least one neighbouring cell expressing the same fluorescent protein in medial or lateral (M/L), or proximal or distal (P/D), direction (n=13; seven unoperated mice and six unoperated contralateral knees from injured mice). P value: paired two-tailed t-test. (D) Expression of selected marker genes to identify subclusters in the steady-state scRNA-seq data, as indicated on the UMAP plot on the right. Cells within a *Prg4*+ progenitor subcluster (P) expressed *Prg4* and *Creb5,* but were largely negative for other FLS and chondrocyte-lineage markers. Tom+ cells in the chondrocyte-lineage cluster (C) displayed a superficial zone chondrocyte (SZC) phenotype, while Tom- cells displayed a mature/hypertrophic chondrocyte phenotype and likely derived from growth plate. An additional Tom+ subcluster was identified as vascular smooth muscle cells (V). See online supplemental figure 8 for extended data. (E) UMAP plots showing expression of indicated genes. Dotted outline indicates enlarged region shown on right to highlight expression in FLS and the *Prg4*+ progenitor subcluster (P). All graphs show mean ± 95% CI. ANOVA, analysis of variance; UMAP, uniform manifold approximation and projection; FLS, fibroblast-like synoviocyte; SZC, superficial zone chondrocytes; VSMC, vascular smooth muscle cells.

To define the spatial patterns of adult synovial fibroblasts by their derivation from individual embryonic joint interzone cells, we carried out clonal-lineage mapping using *Gdf5-Cre* mice crossed with Confetti multi-colour reporter mice.^16^ This revealed clonal fibroblast clusters in synovium to be typically aligned longitudinally, along the proximal-distal axis, parallel to the lining (figure 2C). This indicates that parallel clonal cell stacking underpins synovial tissue architecture and suggests that lining fibroblasts are a self-maintaining cell population throughout life.

Interestingly, we observed Tom+ cells in synovial lining that were negative for the FLS marker Clic5 (figure 2B), raising the possibility of the existence of distinct progenitors within the *Gdf5*-lineage synovial lining fibroblast population. 

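Among the clusters found over all 9 libraries, cluster 2 carried the markers *Prg4*, *Creb5*, *Dlx3*, *F13a1* and *Fgl2* and few *Thy1* UMIs. It held 44 Tom+ and 5 Tom-GFP+ cells of the steady state. Clustering of the steady-state libraries alone placed these 49 cells in 8 clusters and gave them no cluster of their own. They fell among unnamed *Thy1*+ fibroblasts (14 cells), osteoblast-lineage cells (12 cells), F6 (11 cells), FLS (7 cells), F1 (2 cells) and F3, F4 and tenocyte-lineage cells (1 cell each). The list of markers written beforehand asked for a *Prg4*+ progenitor cluster without *Clic5*, *Itga6*, *Tspan15* and *Htra4*. Cluster 2 met this for *Clic5* and *Tspan15*, at 0.698 and 0.830 times the level of all other cells, but *Itga6* was 1.61 and *Htra4* 2.63 times as high, so it is called by its number.
In the 44 Tom+ steady-state cells of cluster 2 (median 9935 UMIs), *Prg4* UMIs were detected in 93.2% of cells and *Thy1* UMIs in 34.1%. The 5 Tom-GFP+ cells (median 7804 UMIs) went the other way, with *Prg4* UMIs in 2 and *Thy1* UMIs in 4 of 5. In 46 Tom+ FLS (median 14044.5 UMIs) the shares were 100% and 4.35%, and in 45 chondrocyte-lineage cells (median 8191 UMIs) 77.8% and 0%. *Cd44* was detected in 45.5% of cluster 2, 84.8% of FLS and 28.9% of chondrocyte-lineage cells, and *Cd55* in 25.0%, 89.1% and 6.67%. For *Hbegf* the shares were 25.0%, 82.6% and 51.1%, and for *Has1* 31.8%, 93.5% and 20.0%. *Tspan15* was detected in 27.3%, 95.7% and 6.67%, *Itga6* in 38.6%, 78.3% and 13.3%, and *Clic5* in 15.9%, 93.5% and 22.2%. Only 5 immune cells were found in the steady state, too few for a background share.
Over the 6 Tom+ libraries of both states, FLS were compared with cluster 2 of the same library. *Cd55* (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) was at 344 ± 77.7 CPM (SD, n = 6) in FLS and 50.9 ± 19.0 in cluster 2, a log2 fold change of 2.75 (standard error 0.19, adjusted p = 1.02e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hbegf* (ENSMUSG00000024486, chromosome 18, 36504927 to 36515805) was higher in FLS by 3.14 on the log2 scale (standard error 0.23), *Has1* (ENSMUSG00000003665, chromosome 17, 17843323 to 17855205) by 1.77 (standard error 0.17), *Creb5* (ENSMUSG00000053007, chromosome 6, 53287270 to 53700376) by 0.71 (standard error 0.09) and *Cd44* (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) by 0.66 (standard error 0.13, adjusted p = 0.00123 from the same test, the highest of the 5). All 5 were higher in FLS in 6 of 6 libraries and were held out of the clustering, and all 5 passed both over all genes and adjusted over the list alone, which is not independent evidence as the study chose them on these samples. Of 8131 genes tested, 997 were higher and 1113 lower in FLS, and the total moved most without Tom+ injured replicate 2, to 1388.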

Consistent with this notion, we identified in the scRNA-seq data a Tom+ subcluster of *Thy1-Prg4*+ cells, which were distinct from mature FLS (defined by expression of *Cd44*, *Cd55*, *Hbegf*, *Has1*, *Tspan15*, *Itga6* and *Clic5*)^17^ and superficial zone chondrocytes^18–21^ (figure 2D and E; online supplemental figure 8, table 6). 

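The chondrocyte-lineage cluster of the steady state held 5, 33 and 11 cells in Tom+ replicates 1 and 2 and the Tom-GFP+ library, at median depths of 8061, 11454 and 10557 UMIs. *Col2a1* (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) UMIs were detected in 5 of 5, 16 of 33 and 11 of 11 cells, and *Ibsp* UMIs in 1, 6 and 6 cells. *Prg4* UMIs were detected in 5, 25 and 1 of these cells, which in the Tom-GFP+ library is 9.09% (95% interval 0.230 to 41.3). In vascular smooth muscle cells of the steady state, at a median of 5322 UMIs, *Prg4* UMIs were detected in 9.68%. The smooth muscle cluster, named by Tinagl1, *Tagln*, Notch3, *Acta2*, Rgs5 and Myh11, held 13, 14 and 4 cells in the same libraries. It made up 3.25% ± 0.957 (SD, n = 2) of Tom+ cells and 0.976% of Tom-GFP+ cells. With so few cells per library no gene was tested in either cluster. Subsets within the osteoblast-lineage cluster were not examined.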

We additionally identified growth plate chondrocytes and vascular smooth muscle cells (figure 2D; online supplemental figure 8, table 6), and a putative progenitor subset within the osteoblast-lineage cluster (online supplemental figure 9). These findings further define the mouse synovial joint stromal cell atlas and identify *Prg4*-expressing synovial lining cells distinct from FLS.

### Activation of synovial fibroblasts following joint injury

To study fibroblast activation, we used a mouse model whereby injury to articular cartilage triggers a healing response characterised by fibroblast proliferation that underpins synovial hyperplasia and chondrogenesis to repair cartilage.^2^ We analysed cells 6 days after cartilage injury, a time when synovial hyperplasia peaks (figure 3A),^2^ and integrated the data with steady-state data (figure 3B; online supplemental figure 10). 

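Cells of the injured state came from mice aged 12 weeks on day 6 after injury, with 4 Tom+ libraries from 4 mice and 2 Tom-GFP+ libraries from 2 mice. These libraries held 2894 and 976 barcodes, of which 2723 and 780 were kept by the same filter as in the steady state (the paper's reported numbers are 2383 and 651). Total UMIs were 15033902, 11063217, 7828550 and 7956682 in the Tom+ libraries and 7397694 and 4262658 in the Tom-GFP+ libraries. Kept cells were deeper than in the steady state, with medians of 18567, 12681.5, 14635.5 and 12223 UMIs in Tom+ and 12751 and 14405 in Tom-GFP+ libraries. The number of barcodes failing the filter over all 9 libraries was 373. In Tom-GFP+ injured replicate 2 the 90th percentile of the mitochondrial share was 82.3%. Samples also differ in the format of the deposited gene list, which follows the software version. All 3 steady-state libraries and Tom+ injured replicate 1 have the older format, and the 5 other injured libraries the newer, so that this difference and the injury can be separated only through Tom+ injured replicate 1. The text does not say which Tom+ mouse each Tom-GFP+ mouse was matched to, and no pairing was assumed. Annotated pseudogenes took 2.07% to 3.29% of the UMIs of stromal cells in Tom+ steady-state libraries, 3.10% in the Tom-GFP+ steady-state library and 0.519% to 1.04% in the injured libraries, and counts of genes that fell after injury carry this difference.
Clustering over the 9 libraries kept 4788 cells, and 106 immune and 46 endothelial cells were left out of the shares and tests, which leaves 4636 stromal cells. Cluster sizes were compared by edgeR's quasi-likelihood test on cells per cluster and library, with the number of stromal cells in the library as the offset and Benjamini-Hochberg adjustment over 14 clusters. All 4 groups of lineage and state shared an estimate of the spread. In simulated counts of this design, a 4-fold change was recovered in 64% of cases in Tom+ and in 21% in Tom-GFP+ cells.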

Clusters identified by unsupervised clustering were annotated by analysing the top DEGs for each cluster and mapping cells from each steady-state cluster onto the integrated UMAP (figure 3C; online supplemental figures 11-13; table 7). 

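Clustering of the 9 libraries gave 16 clusters. The named stromal clusters were F2 (613 cells), FLS (532 cells), F1 (441 cells), F4 (401 cells), osteoblast-lineage cells (338 cells), tenocyte-lineage cells (253 cells), proliferating cells (237 cells), chondrocyte-lineage cells (147 cells), F6 (99 cells) and vascular smooth muscle (96 cells). An unnamed *Thy1*+ fibroblast cluster held 473 cells, and an unnamed cluster of 52 cells was highest in *Cfd* and *Adipoq*, genes of adipocytes. Cluster 2, with 482 cells, had the markers of *Prg4*+ progenitors but 2 of the genes that its definition barred. Cluster 4, with 472 cells, carried *Lrrc15*, *Adam12*, *Tnc* and *Mdk*, and 457 of its cells came from injured libraries. Its name as injury-induced rests on a rule settled after the clusters were seen, and under the 2 rules tried before it was named tenocyte-lineage. Each steady-state cell was followed from its cluster in the steady state. Of the 49 steady-state cells placed in FLS over all libraries, 47 had been FLS in the steady-state clustering and 2 had been F1.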

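Cells per cluster were compared between states within each lineage. Among stromal cells, FLS made up 5.52% and 5.18% in the Tom+ steady-state libraries and 12.1%, 15.7%, 24.9% and 16.4% in the Tom+ injured libraries, so that 4 of 4 injured libraries lay above both. The log2 fold change was 1.69 (standard error 0.59, adjusted p = 0.0554 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not past the threshold of 0.05. It was past the threshold in 6 of the alternatives, with the filter of at least 1000 genes and at most 5% mitochondrial UMIs (1.64, adjusted p = 0.0259), the filter of at least 200 genes and at most 20% (1.65, 0.0442), the held-out genes among the clustering features (1.71, 0.0489), the highest Scrublet scores left out (1.80, 0.0344), Tom+ injured replicate 1 left out (1.82, 0.0153) and Tom+ injured replicate 4 left out (1.71, 0.0247). Over all alternatives the adjusted p lay between 0.0153 and 0.280, and the fold change moved most with the format of the gene list as a block, to 1.18. In a 2-sided exact permutation test of the shares p was 0.0667, the smallest p that 2 libraries against 4 allow.
In Tom-GFP+ cells FLS made up 0.739% of the steady-state library and 4.67% and 11.5% of the injured libraries. The log2 fold change was 3.38 (standard error 1.05, adjusted p = 0.0273 from the same test), with the lone steady-state library assumed to vary like the other groups. This passed the threshold, but not without Tom-GFP+ injured replicate 2 (2.62, adjusted p = 0.105), without integration (4.00, 0.105), with the held-out genes among the clustering features (3.01, 0.0571), without the highest Scrublet scores (2.67, 0.0976) or with the format of the gene list as a block (2.72, 0.0974). Over all alternatives the adjusted p lay between 0.0230 and 0.105. An exact permutation test with 1 library against 2 cannot go below 0.333 and gave 0.667.
Cluster 2 made up 5.10% ± 0.158 (SD, n = 2) of Tom+ steady-state cells and 14.5% ± 6.45 (SD, n = 4) of Tom+ injured cells, a log2 fold change of 1.51 (standard error 0.59, adjusted p = 0.0577 from the same test) with 4 of 4 injured libraries above both others. In Tom-GFP+ cells it rose from 1.23% to 7.09% ± 0.306 (SD, n = 2), a log2 fold change of 2.50 (standard error 0.98, adjusted p = 0.0740). Neither passed. In Tom+ cells cluster 2 passed with the stricter filter on cells (1.65, adjusted p = 0.0259), without integration (3.20, 0.0304), without Tom+ injured replicate 1 (1.74, 0.0142) and without replicate 4 (1.60, 0.0291), in a range of 0.0142 to 0.562. In Tom-GFP+ cells its direction turned at resolution 0.6, where the matching cluster takes 12.8% of the steady-state library and the fold change was -0.65, and in a like way under the looser filter (-0.54) and without the highest Scrublet scores (-0.58).
The effect of injury was not shown to differ between the lineages. In the interaction term 0 of 14 clusters passed in edgeR (smallest adjusted p = 0.309), and 1 had an unadjusted p under 0.05.

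**Figure D1:**
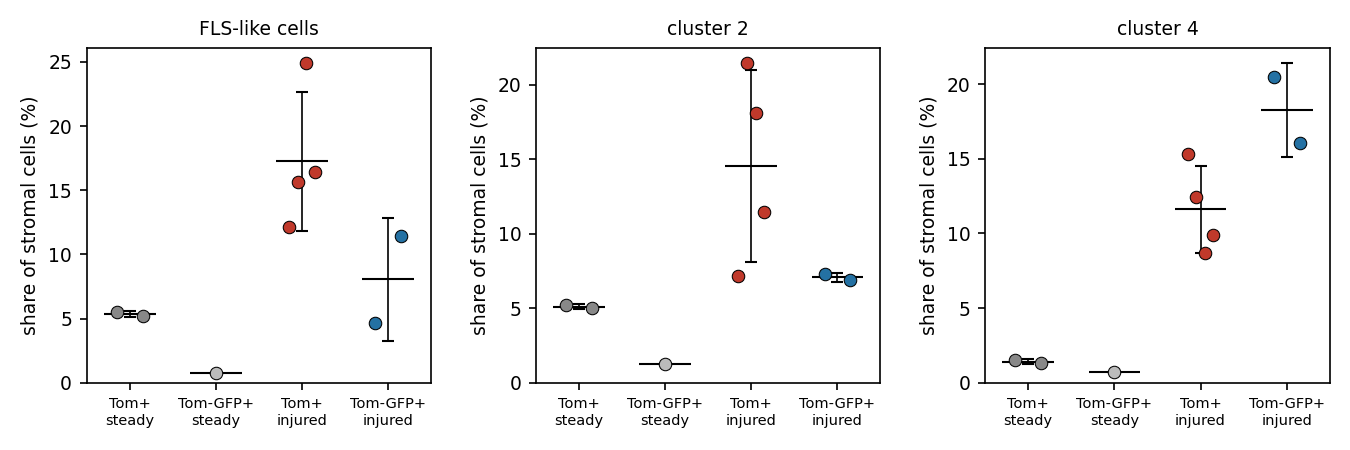
Share of stromal cells (%, vertical axis) in FLS, cluster 2 and cluster 4 for each library, by lineage and state. Points are libraries, long lines means and bars SDs; the Tom-GFP+ steady state is a single library, and the Tom+ injured libraries lie between 12.1% and 24.9% for FLS.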

Relative abundance analysis revealed increases in FLS and *Prg4*+ progenitor populations post-injury within both ontogenetic lineages (figure 3D), and FLS expansion was confirmed by flow cytometry (figure 3E; online supplemental file 14). The injured-state Tom+ and Tom-GFP+ FLS were transcriptomically highly similar to each other and to the steady-state Tom+ FLS (online supplemental figure 15). 

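UMIs were summed over all libraries of a group, and the log CPM of these sums were correlated across 9466 genes. Libraries with more UMIs thus weigh more, and the spread between libraries plays no part. FLS of injured Tom+ and Tom-GFP+ libraries had a Pearson correlation of 0.967 and a Spearman correlation of 0.966. FLS of injured and steady-state Tom+ libraries had 0.890 and 0.885. For scale, injured Tom+ FLS and cluster 2 had 0.933 and 0.929, injured Tom+ FLS and *Thy1*+ fibroblasts 0.827 and 0.847, and *Thy1*+ fibroblasts of the injured and steady-state Tom+ libraries 0.893 and 0.882. These are correlations across genes, and genes are not independent replicates.
Between injured Tom+ and Tom-GFP+ FLS, 1 of 9343 genes differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 412 at an unadjusted p under 0.05 and 4 by DESeq2. This gene was the reporter tdTom, at 586 ± 176 (SD, n = 4) against 9.30 ± 8.53 CPM (SD, n = 2). Without Tom+ injured replicate 1 the count was 6 and without Tom-GFP+ injured replicate 2 it was 0. Between injured and steady-state Tom+ FLS, 89 of 9560 genes were higher and 196 lower after injury at a false discovery rate of 0.05, and DESeq2 called 374 in all. Pseudogenes made up 93 of the 196. With them left out, an alternative chosen after the data were seen, 71 were higher and 107 lower. The total rests on the steady-state libraries, as it was 13 without Tom+ steady-state replicate 1 and 27 without replicate 2, and it rose to 498 without Tom+ injured replicate 1 and fell to 91 without replicate 3 and 141 without replicate 4. In simulated data 51.9% of changed genes were recovered for the comparison of lineages and 36.8% for that of states.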

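In *Thy1*+ fibroblasts, the clusters F1, F2, F4, F6 and the unnamed *Thy1*+ cluster as a single class without cluster 4, injured and steady-state Tom+ libraries were compared for 11989 genes. *Cthrc1* (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121) was at 2007 ± 1238 CPM (SD, n = 4) in the injured and 26.3 ± 4.63 (SD, n = 2) in the steady state, a log2 fold change of 6.26 (standard error 0.70, adjusted p = 0.00225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tom+ injured replicate 1 lay far above the others for this gene, at 3859. *Postn* (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) was at 1153 ± 342 and 218 ± 32.4 (log2 fold change 2.40, standard error 0.33), *Lox* (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) at 399.7 ± 264 and 54.7 ± 4.23 (2.87, 0.55) and *Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) at 1873 ± 1547 and 202 ± 10.7 (3.21, 0.68). *Timp1*, *Bgn* (ENSMUSG00000031375, chromosome X, 73483602 to 73495933) (1.33, 0.26), *Lum* (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703) (1.24, 0.28) and *Sparc* (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183) (1.02, 0.22) passed with adjusted p from 0.0183 to 0.0276 by the same test, as *Postn* did at 0.00462 and *Lox* at 0.0168. All 7 were higher in 4 of 4 injured libraries than in both others. Only *Cthrc1* passed without either steady-state replicate. Without Tom+ steady-state replicate 1 the adjusted p of *Postn* was 0.0848, of *Timp1* 0.164, of *Bgn* 0.179, of *Lum* 0.169, of *Sparc* 0.244 and of *Lox* 0.141. *Sparc* also missed the threshold without Tom+ injured replicate 3 (0.0518). With the format of the gene list as a block, *Lum* (0.0992) and *Sparc* (0.0642) did not pass. Over all alternatives the log2 fold change of *Lum* went as low as 0.267. Of 27 collagen genes tested, 23 were higher after injury, with a median log2 fold change of 1.38 over the 27, and 13 passed, all of them higher. Adjusted over the list alone, 16 collagens and all 7 named genes passed, which for the 7 is not independent evidence as the study chose them on these samples.
Over all genes 317 were higher and 655 lower in injured Tom+ *Thy1*+ fibroblasts at a false discovery rate of 0.05. The total of 972 moved most without Tom+ steady-state replicate 1, to 74. It was 195 without Tom+ steady-state replicate 2, 1416, 450 and 556 without Tom+ injured replicates 1, 2 and 3, and 886 by DESeq2. Of the 655 lower genes, 289 were annotated pseudogenes. Among 663 pseudogenes tested 95.9% were lower after injury, with a median log2 fold change of -2.58, and the median of the other genes was 0.01. With pseudogenes left out, which was chosen after the data were seen, 246 genes were higher and 344 lower. In simulated data of this design 38.0% of changed genes were recovered and 14.1% of calls were false. Among genes past the threshold whose injured libraries all lay on the same side of both steady-state libraries, the 10 largest changes were those of *Slpi*, *Glipr1*, *Cxcl13*, *Tnn*, *Bdkrb1*, *Ccnb2*, *F2rl1*, *Tnfsf15*, *Cela1* and *Slc16a4*. *Cxcl13* (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) was at 0.577 ± 0.525 CPM after injury and 138 ± 11.7 in the steady state, and *Tnn* at 95.9 ± 98.9 and 0.390 ± 0.551. The other 8 had 0 counts in both steady-state libraries and means after injury from 4.19 (*Slc16a4*) to 20.2 (*Slpi*) CPM.
In Tom-GFP+ *Thy1*+ fibroblasts, 21 genes were higher and 63 lower in the 2 injured libraries than in the lone steady-state library by the same test, against 1939 at an unadjusted p under 0.05 and 266 by DESeq2. Of the 63 lower genes, 37 are annotated pseudogenes, and with pseudogenes left out, a setting chosen after the data were seen, 17 genes were higher and 21 lower. Of the 84 genes, 81 also passed in Tom+ cells, all in the same direction. *Cthrc1* was at 1306 ± 757 (SD, n = 2) against 21.3 CPM (log2 fold change 5.94, adjusted p = 0.0340) and *Postn* at 1099 ± 147 against 160.1 (2.78, 0.0396). *Timp1* (adjusted p = 0.0794), *Sparc* (0.0881), *Lox* (0.155), *Lum* (0.422) and *Bgn* (0.437) were higher without passing. Adjusted over the list alone, 5 of the 7 passed, with the same limit as in Tom+ cells. Of the collagens, 23 were higher and 1 passed, or 4 adjusted over the list alone. Without Tom-GFP+ injured replicate 1, *Cthrc1* and *Postn* had adjusted p of 0.140 and 0.153, and without replicate 2 of 0.0879 and 0.131. The count of genes was 1 and 5 in these settings. Its 10 largest changes held 7 pseudogenes (*Gm6392*, *Gm5822*, *Gm3724*, *Gm18588*, *Gm6444*, *Gm7429* and *Gm6644*), all lower, besides *Barx2* (66.7 ± 20.0 against 0.761 CPM), *Lrrc15* (58.1 ± 29.3 against 0.761) and *Cthrc1*. Whether single genes responded differently to injury in the lineages was tested by an interaction term, in which 0 genes passed in edgeR (214 at an unadjusted p under 0.05) and 1 in DESeq2.

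**Figure D2:**
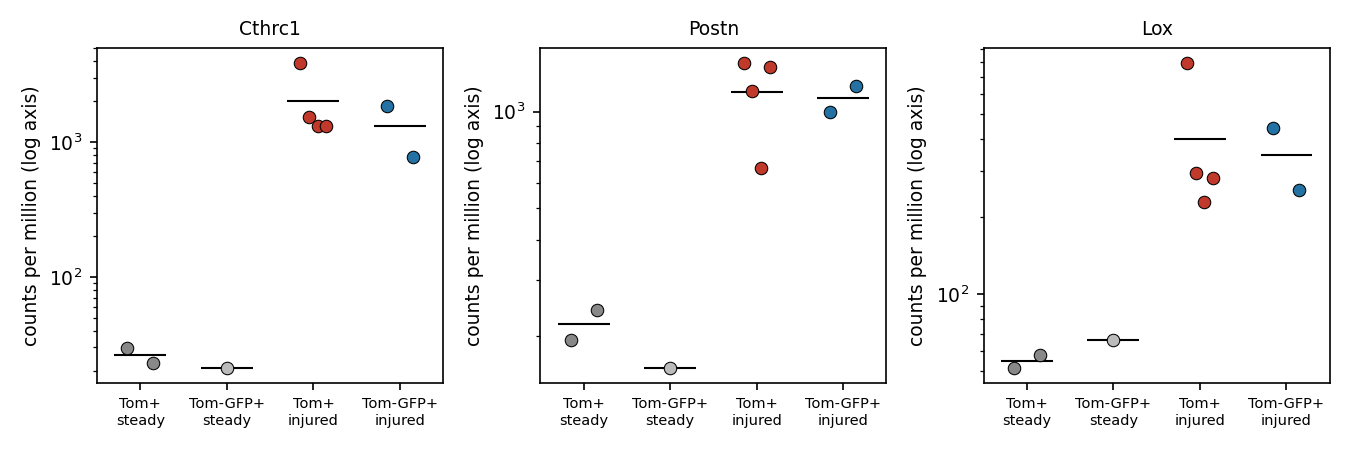
CPM (vertical log axis) of *Cthrc1*, *Postn* and *Lox* in *Thy1*+ fibroblasts of each library, by lineage and state. Points are libraries and lines means; Tom+ injured replicate 1 is the highest point for *Cthrc1* and *Lox*.

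**Figure D3:**
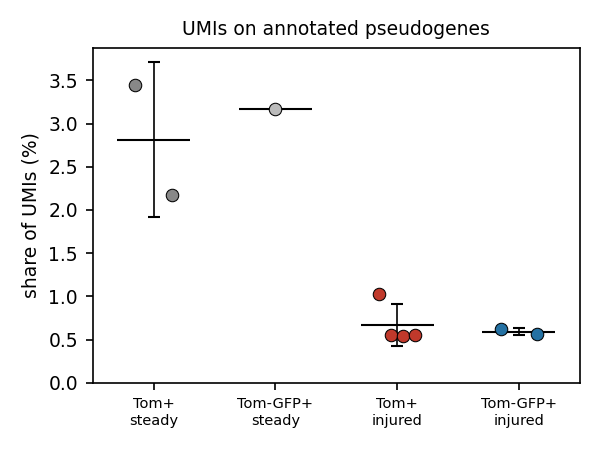
Share of UMIs on annotated pseudogenes (%, vertical axis) in *Thy1*+ fibroblasts of each library, by lineage and state. Points are libraries, long lines means and bars SDs; the 3 steady-state libraries lie above the 6 injured libraries.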

Transcriptomic comparisons between steady-state and injured-state cells within the fibroblast clusters revealed upregulation of genes involved in ECM remodelling and fibroblast migration, such as *Cthrc1*, *Postn*, *Timp1*, *Bgn*, *Lum*, *Sparc*, *Lox* and various collagens (online supplemental figure 16).^13 22–24^

**Figure 3:**
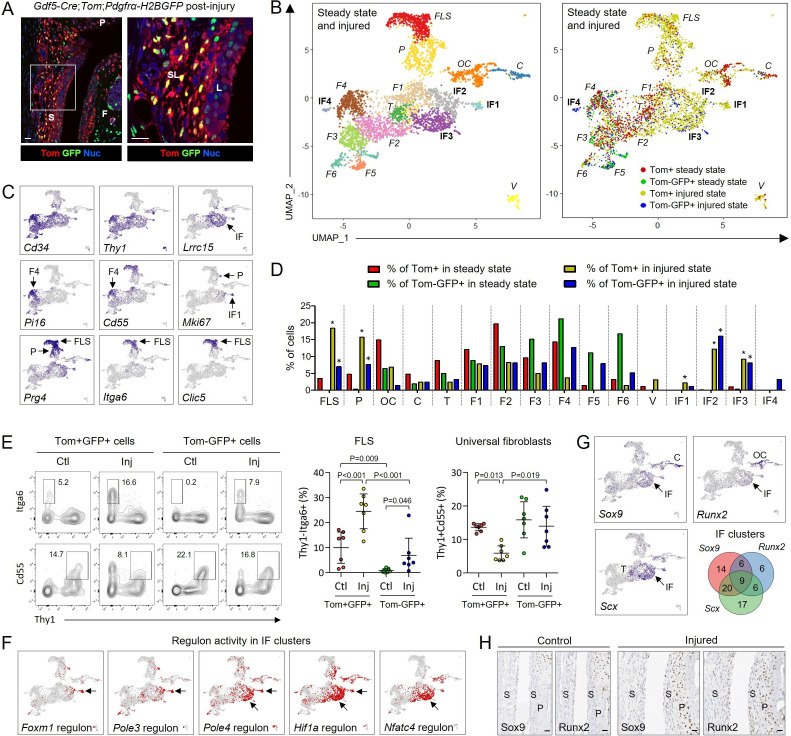
Single-cell transcriptomic atlas of synovial fibroblasts from 12-week-old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice 6 days after joint surface injury, integrated with steady-state data shown in figure 1. (A) Histology showing Tom+GFP+ and Tom-GFP+ cells in synovium 6 days after injury (n=3). Blue: DAPI nuclear counterstain. White outline on left shown at higher magnification on right. Scale bars: 20 µm. S: synovium; P: patella; F: femur; SL: synovial sublining; L: synovial lining. (B) UMAP plot of integrated scRNA-seq data from 786 steady-state Tom+ cells (n=2 mice), 376 steady-state Tom-GFP+ cells (n=1 matched mouse), 2383 injured-state Tom+ cells (n=4 mice) and 651 injured-state Tom-GFP+ cells (n=2 matched mice). Left: unsupervised clustering. Right: colour-coded by analysed cell population and state. Injury-induced fibroblast (IF) clusters are in bold; clusters with steady-state analogues in italics. See online supplemental figure 10–12 for extended data. (C) Expression of key genes that identify clusters. See online supplemental figure 13 for extended data. (D) Relative abundance of cells across identified cell clusters. *FDR<0.05 vs steady-state, negative binomial generalised linear model with Benjamini-Hochberg post-test. (E) Detection by flow cytometry of Thy1-Itga6+ FLS and Thy1+Cd55+ universal fibroblasts within the Tom+GFP+ and Tom-GFP+ cell populations in control (Ctl) and injured (Inj) knees of 15–19 week old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mice 6 days post-injury (n=7). See online supplemental figure 14 for gating strategy and controls. Graphs show percentage of cells within the respective cell populations that are Thy1-Itga6+ FLS or Thy1+Cd55+ fibroblasts. Lines and error bars: mean ± 95% CI. P values: two-way repeated-measures ANOVA with Holm-Sidak post-test. (F) Regulons active in injury-induced fibroblast clusters IF1-3. (G) Expression of lineage-specifying transcription factors. Venn diagram shows percentage of cells in injury-induced clusters IF1-IF3 expressing *Sox9*, *Runx2* and *Scx*. See online supplemental figure 17 A, B for other cell clusters. (H) Immunohistochemical detection of Sox9 and Runx2 in synovium (S) and periosteum (P) in consecutive tissue sections of control and injured knees of 11–13 week old mice 7 days post injury (n=5). Scale bars: 20 µm. ANOVA, analysis of variance; UMAP, uniform manifold approximation and projection; FDR, false discovery rate; C, chondrocyte-lineage cells; F, fibroblasts; FLS, fibroblast-like synoviocytes; IF, injury-induced fibroblasts; OC, osteochondral-lineage cells; T, tenocyte-lineage cells; VSMC, vascular smooth muscle cells.

Four injury-induced fibroblast (IF) clusters were identified with no steady-state analogous cluster (figure 3B–D; online supplemental figures 11-13), which were characterised by activity of regulons associated with cell proliferation and activation (figure 3F; online supplemental tables 8-12). 

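Only cluster 4 was named as injury-induced, and a separate cluster held the proliferating cells. Cluster 4 made up 1.41% ± 0.170 (SD, n = 2) of Tom+ steady-state cells, 11.6% ± 2.93 (SD, n = 4) of Tom+ injured cells, 0.739% of the Tom-GFP+ steady-state library and 18.3% ± 3.15 (SD, n = 2) of Tom-GFP+ injured cells. The log2 fold change was 3.03 in Tom+ cells (standard error 0.63, adjusted p = 0.00279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.59 in Tom-GFP+ cells (standard error 0.99, adjusted p = 0.00409). In Tom+ cells it missed the threshold without Tom+ steady-state replicate 2 (2.90, adjusted p = 0.108) and at resolution 0.6 (0.97, adjusted p = 0.120), and over all alternatives the adjusted p ran from 4.72e-05 to 0.120. In Tom-GFP+ cells it missed it at resolution 0.6 (1.95, adjusted p = 0.0720), in a range from 0.00116 to 0.0720. Its most distinctive genes were *C1qtnf3*, *Mest*, *Postn*, *Tnn* and *Cthrc1*. Because genes that set this cluster apart also rise after injury in other fibroblasts, its growth and the change in those genes are not separate evidence. Proliferating cells made up 0.246% of Tom+ steady-state and 6.85% ± 5.19 of Tom+ injured cells, a log2 fold change of 4.75 (standard error 1.13, adjusted p = 0.00497), which did not pass without Tom+ steady-state replicate 2 (4.38, adjusted p = 0.108). In Tom-GFP+ cells they rose from 0.493% to 4.53% ± 4.78, without passing the threshold (3.21, adjusted p = 0.0945), and without Tom-GFP+ injured replicate 1 the change was 1.18. With the stricter filter on cells it passed (7.79, adjusted p = 0.00284). Regulon activity was not examined.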

Individual cells in these clusters coexpressed *Sox9* (chondrocyte-lineage), *Runx2* (osteoblast-lineage) and *Scx* (tenocyte-lineage) transcription factors (figure 3G; online supplemental figure 17A, B), suggestive of multilineage differentiation potential. In addition, the cluster analogous to the osteoblast-lineage cluster in steady state displayed an osteochondral phenotype after injury (online supplemental figure 17C, D), similar to the hybrid skeletal cells that form the early osteophyte in osteoarthritis.^11^ 

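Of the 457 injured cells in cluster 4, at a median depth of 17756 UMIs, *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) UMIs were detected in 51.4%, *Runx2* (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) UMIs in 29.1% and *Scx* (ENSMUSG00000034161, chromosome 15, 76457452 to 76459458) UMIs in 49.7%. UMIs of all 3 were detected in 42 cells, which is 9.19% of the pooled cells and a mean of 6.81% ± 8.43 (SD, n = 6 libraries). The share was 22.8% (26 of 114 cells, 95% interval 15.5 to 31.6) in Tom+ injured replicate 1, and 8.91%, 2.44% and 1.72% in replicates 2 to 4. In the Tom-GFP+ libraries it was 4.95% and 0 of 42 cells, which allows a share of up to 7.14%. Without Tom+ injured replicate 1 the mean over libraries was 3.605%. In immune cells, which should lack these factors, 0 of 80 injured cells had all 3 in the 3 libraries with at least 10 such cells, at a median of 9118.5 UMIs, which allows up to 3.75%, and in FLS, at a median of 17736 UMIs, 1 of 483 did (0.207%). Osteoblast-lineage cells (12 of 202 cells, median 9987.5 UMIs) and *Thy1*+ fibroblasts (20 of 1170, median 12041.5) also held such cells, and none were found in cluster 2 (0 of 433, up to 0.693%) and tenocyte-lineage cells (0 of 169, up to 1.78%). When each cell was thinned to 3000 UMIs, 1 of 438 cells of cluster 4 had all 3. If the 3 genes were detected independently of each other within each library, 38.3 such cells would be found (95% of 10000 shuffles within 30 to 47), and as many as the 42 found arose with a 1-sided permutation p of 0.228. From coexpression in individual cells the paper proposes that these cells can differentiate into several lineages.

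**Figure D4:**
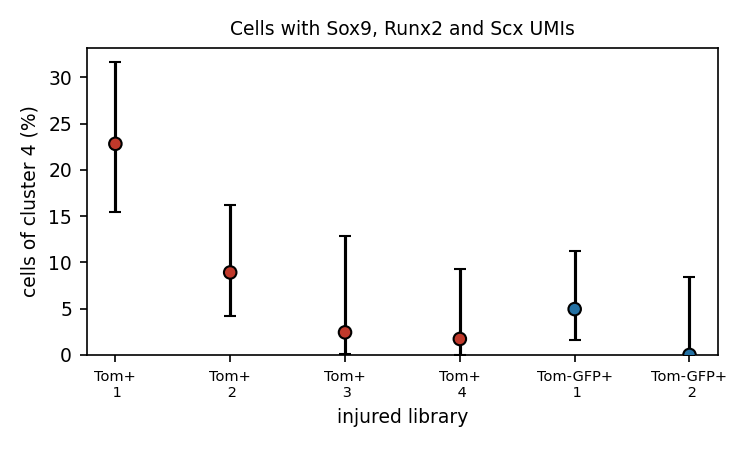
Share of the injured cells of cluster 4 (%, vertical axis) with UMIs of *Sox9*, *Runx2* and *Scx* in each injured library (horizontal axis). Points are shares and bars exact 95% binomial intervals; the interval of Tom+ injured replicate 1, from 15.5 to 31.6, holds the only share above 10%.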

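Osteoblast-lineage cells of the Tom+ libraries were compared between the states for 5243 genes, and 85 were higher and 162 lower after injury. *Acan* (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099) was at 258 ± 125 CPM (SD, n = 4) after injury and 45.8 ± 5.48 (SD, n = 2) in the steady state, a log2 fold change of 2.53 (standard error 0.48, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 4 of 4 injured libraries. *Runx2* was lower after injury, at 61.8 ± 16.5 against 186 ± 34.1 (adjusted p = 0.0167). *Sox9* was at 85.9 ± 29.7 and 84.5 ± 22.9 CPM (log2 fold change 0.17, adjusted p = 0.847), and turned to -0.11 without Tom+ steady-state replicate 2. *Col2a1* (7.94 ± 6.07 and 3.11 ± 4.39 CPM) and *Scx* (41.5 ± 49.3 and 1.04 ± 1.46) were too low to be tested. Neither *Acan* nor *Runx2* passed without Tom+ steady-state replicate 1 (adjusted p 0.124 and 0.135) or replicate 2 (0.186 and 0.0971). The count of 247 genes was 45 and 2 in these settings and 153 without Tom+ injured replicate 2. Of the 162 lower genes, 55 were pseudogenes, and 190 genes in all passed when pseudogenes were left out, which was chosen after the data were seen.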

Immunostaining confirmed upregulation of Sox9 and Runx2 expression after injury, especially at the joint margin where synovium and periosteum merge and chondrophyte formation is typically observed (figure 3H).

Altogether, these data indicate that injury triggers expansion of the *Prg4*+ progenitor and FLS populations, which in part involves recruitment of cells that do not derive from the *Gdf5*-expressing joint interzone, and induces activation of fibroblasts expressing genes indicative of multi-lineage differentiation potency.

### Context-dependent activated fibroblast phenotypes

Next, we sought to determine the specificity of the synovial fibroblast response to cartilage injury. Recently, Buechler *et al* analysed single-cell transcriptomic data of fibroblasts from multiple injured or diseased mouse tissues and identified three perturbed-state fibroblast (PF) populations.^15^ Two of these showed transcriptomic similarity to the injury-induced clusters in our study (online supplemental figure 18).

We then focused on a comparison with fibroblasts from joints of mice with serum transfer-induced inflammatory arthritis (STIA), by integrating our injured-state dataset with the STIA dataset published by Croft *et al*.^25^ Unsupervised clustering revealed five perturbed-state fibroblast clusters (PF1-5) (figure 4A–C; online supplemental figures 19, 20), which showed expression of lineage-specifying transcription factors (*Sox9*, *Runx2* and *Scx*) in both models (figure 4D). Strikingly, few FLS were present in STIA, while *Thy1-Prg4*+ cells extended from the progenitor cluster into the perturbed-state clusters (figure 4A–C).

**Figure 4:**
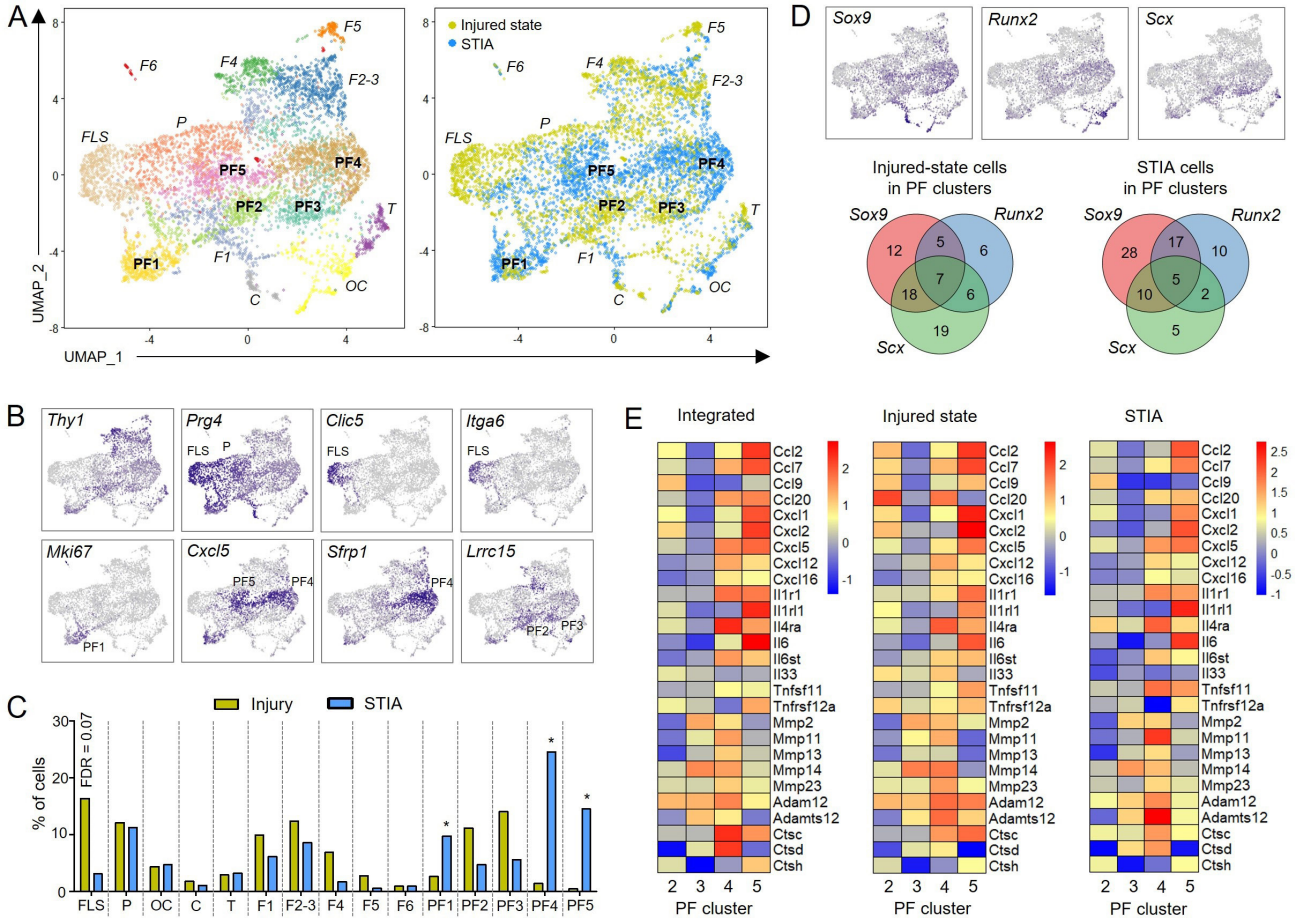
Integrated single-cell transcriptomic analysis of synovial fibroblasts from mice 6 days after joint surface injury (data shown in figure 3) and day 9 serum-transfer induced arthritis (STIA) mice.^25^ (A) UMAP plot of integrated scRNA-seq data from 2955 Tom+ and Tom-GFP+ injured-state cells and 3549 STIA cells. Left: unsupervised clustering. Right: colour-coded by state. See online supplemental figures 19, 20 for cluster annotation. Perturbed-state fibroblast (PF) clusters are in bold; clusters with steady-state analogues in italics. (B) Expression of key genes that identify steady-state analogous clusters (top) and perturbed-state clusters (bottom). (C) Relative abundance of cells across identified clusters. *FDR<0.05 vs injured-state, negative binomial generalised linear model with Benjamini-Hochberg post-test. (D) Expression of lineage-specifying transcription factors. Venn diagrams show percentage of STIA cells and injured-state cells in perturbed-state clusters (PF1-PF5) expressing *Sox9*, *Runx2* and *Scx*. (E) Heatmaps showing expression of differentially expressed genes (DEGs) involved in inflammation and catabolism in non-proliferating perturbed-state fibroblast clusters (PF2-PF5). Left: integrated injured-state and STIA cells. Middle: Injured-state cells only. Right: STIA cells only. UMAP, uniform manifold approximation and projection; FDR, false discovery rate.

PF clusters included one proliferating cluster (PF1), and four clusters predominant in either the injured state (PF2 and PF3) or STIA (PF4 and PF5) (figure 4A–C), the latter characterised by *Cxcl5* expression (figure 4B). Cells in STIA-dominant PF clusters showed a more inflammatory and catabolic transcriptome compared with cells in injury-dominant PF clusters, and this remained true when injured-state and STIA cells were analysed separately (figure 4E).

These findings indicate that different perturbed-state synovial fibroblast phenotypes exist, in varying proportions, both after injury and during immune-mediated inflammation, and suggest that adoption of multilineage potency by fibroblasts is a generic response to a perturbed state.

### Identification and molecular regulation of progenitor cell differentiation trajectories

We next analysed differentiation trajectories using RNA velocity and lineage reconstruction^14 26 27^ (figure 5A) and by pseudotemporally ordering the cells based on changes in gene expression using Monocle 3^27^ (figure 5B). This revealed inferred differentiation trajectories originating from cells in injury-induced fibroblast clusters IF1 and IF2, with a branchpoint towards either *Thy1-Prg4*+ lining fibroblasts (P and FLS) or *Thy1*+ sublining fibroblasts (F1–F6 and tenocytes) (figure 5A and B). 

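Cells with UMIs of at least 2 of *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), *Ccna2* (ENSMUSG00000027715, chromosome 3, 36564865 to 36572150), *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570), *Ccnb2* (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547) and *Cdk1* (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938) were counted as cycling. In stromal cells these were 2 of 1273 in the steady state (0.157%, median depth 8188 UMIs) and 322 of 3363 after injury (9.57%, median 14189), with a mean over the injured libraries of 8.40% ± 7.30 (SD, n = 6). After thinning to 3000 UMIs, 134 of 3283 injured cells (4.08%) had UMIs of as many. In the proliferating cluster, 219 of 233 injured cells were cycling (94.0%), and 123 of 231 (53.2%) after thinning. In cluster 4 the share was 7.22% (33 of 457 cells, 95% interval 5.02 to 9.99), in cluster 2 it was 4.62% (20 of 433, 2.84 to 7.04) and in FLS 1.24% (6 of 483, 0.457 to 2.68), at medians of 17756, 13646 and 17736 UMIs. Immune cells, which also divide and so give no background, had 12 of 101 (11.9%, median 8432). F4, with 0 of 216 cells, had none. After thinning 2 of 438 cells of cluster 4, 0 of 432 of cluster 2 and 0 of 482 FLS were cycling by this count, which for cluster 2 and FLS allows such UMIs in up to 0.694% and 0.622% of thinned cells. The clustering set most cycling cells apart in the proliferating cluster, so the shares left in other clusters do not give the share of their lineage that divides. In cluster 2 the share ran from 0 to 22.6% between libraries, with a mean of 5.04% that became 1.52% without Tom+ injured replicate 1. In the steady state 0 of 49 cells of cluster 2 and 0 of 49 FLS had UMIs of as many, which allows up to 6.12% of cells with such UMIs in each and does not bound the share of cycling cells, as the genes can go undetected. Over all stromal cells of the Tom+ libraries, the 5 genes had log2 fold changes from 2.14 (*Mki67*) to 4.17 (*Ccnb1*) after injury, and none passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p from 0.0534 to 0.201). Of the 5, 3 had an unadjusted p under 0.05, 3 passed by DESeq2, and 3 passed adjusted over the list alone. Differentiation trajectories were not examined.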

Cell cycle analysis revealed two clusters of cycling cells after injury supplying new cells feeding into the differentiation trajectories, one in IF1 and IF2 clusters, and one in the *Thy1-Prg4*+ progenitor cluster extending into the FLS cluster (figure 5C; online supplemental figure 21).

**Figure 5:**
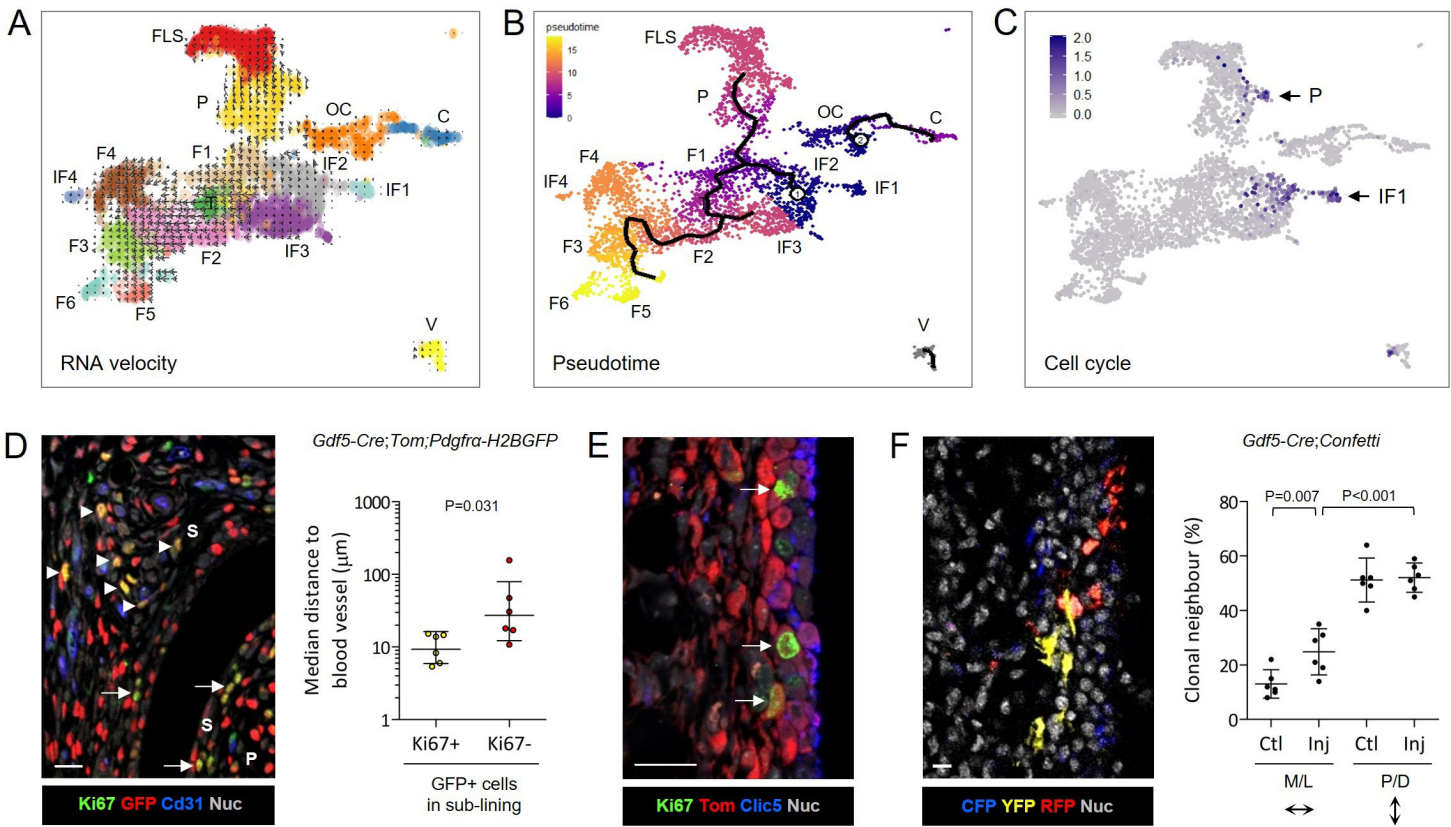
Stromal cell proliferation and differentiation trajectories after injury. (A) RNA velocity analysis using the dynamical model projected onto the integrated steady-state and injured-state uMAP plot as shown in figure 3B. Arrows show the local average velocity and direction. (B) Monocle3 lineage inference showing differentiation trajectories originating from injury-induced fibroblast clusters with a branchpoint towards *Thy1*+ fibroblasts or FLS. Colouring of plot represents pseudotime. (C) UMAP plot of cell cycle gene module score based on expression of *Mki67*, *Ccna2*, *Ccnb1*, *Ccnb2* and *Cdk1*. Arrows indicate proliferating cells. See online supplemental figure 21 for separate analysis of injured-state Tom+, injured state Tom-GFP+, and steady-state populations. (D, E) Immunofluorescence staining in 12–14 week old *Gdf5-Cre;Tom;Pdgfrα-H2BGFP* mouse synovium 6 days after injury (n=6) to locate proliferating fibroblasts. (D) Ki67+GFP+ proliferating fibroblasts in synovial lining (arrows), and near Cd31+blood vessels in synovial sublining (arrowheads). See online supplemental figure 22A for split channel images and isotype negative control staining. Graph shows the median distance to the nearest Cd31+ blood vessel for Ki67+GFP+ proliferating fibroblasts and Ki67-GFP+ non-proliferating fibroblasts in synovial sublining. Lines and error bars indicate geometric mean ± 95% CI. P value: Wilcoxon signed rank test. (E) Ki67+Tom+ proliferating *Gdf5*-lineage cells in synovial lining (arrows), adjacent to Clic5+Tom+ FLS. see online supplemental figure 22B for split channel images and isotype negative control staining. (F) Clonal lineage analysis in 13–14 week old *Gdf5-Cre;Confetti* mouse knees 6 days after injury (n=6). Ctl: unoperated contralateral control knees. Cerulean fluorescent protein (CFP), yellow fluorescent protein (YFP), red fluorescent protein (RFP) and TO-PRO-3 nuclear counterstain were detected by confocal fluorescence microscopy. Graph shows percentage of labelled cells with at least one neighbouring cell expressing the same fluorescent protein in the medial or lateral (M/L), or the proximal or distal (P/D), direction. Lines and error bars indicate mean ± 95% CI. P value: two-way repeated-measures ANOVA with Holm-Sidak post-test. ANOVA, analysis of variance; UMAP, uniform manifold approximation and projection.

To confirm these findings in situ, we costained for GFP and the proliferation marker Ki67, together with the endothelial marker Cd31. Proliferating fibroblasts were detected in lining, and in sublining enriched near blood vessels (figure 5D, online supplemental figure 22A). To further determine the identity of proliferating fibroblasts in the lining, we costained for Tom and Ki67, together with the FLS marker Clic5. We observed Tom+Ki67+ proliferating cells in the lining located immediately adjacent to Clic5+ FLS (figure 5E, online supplemental figure 22B), and occasional Tom+Ki67+Clic5+ FLS (online supplemental figure 22B), supporting the notion that the *Thy1-Prg4*+ progenitors identified by scRNA-seq (P cluster) are located in the lining where they proliferate and give rise to new FLS after injury. Clonal-lineage tracing using the *Gdf5-Cre;Confetti* model indicated clonal expansion along the medial-lateral axis (figure 5F), although clones typically remained locally confined to either lining or sublining compartments. Altogether, these data indicate that synovial lining hyperplasia after injury in large part results from proliferation of *Gdf5*-lineage FLS progenitors in the lining, with additional recruitment from proliferating cells in injury-induced clusters into the FLS trajectory.

To gain insight into the molecular regulation of synovial fibroblast differentiation, we identified transcription factors that significantly changed in expression across pseudotime (figure 6A). SCENIC analysis revealed regulon activity associated with these transcription factors along their respective differentiation trajectories, suggesting they are key to driving this process (figure 6B; online supplemental figure 23; tables 13-18). FLS-associated transcription factors included *Sox5*, *Foxo1 and Creb5* (figure 6C), with *Sox5* and *Foxo1* detectable by immunostaining in the lining of normal and injured knee synovium (figure 6D; online supplemental figure 24A). 

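In the 8 libraries with at least 10 FLS, from both lineages and states, FLS were compared with all other stromal cells of the same library. *Sox5* (ENSMUSG00000041540, chromosome 6, 143828425 to 144781977) was at 266 ± 54.9 CPM (SD, n = 8) in FLS and 45.4 ± 22.1 in the others, a log2 fold change of 2.65 (standard error 0.18, adjusted p = 1.76e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Foxo1* (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221) was at 257 ± 54.8 and 35.2 ± 15.6 (log2 fold change 2.94, standard error 0.14, adjusted p = 6.27e-10), and *Creb5* at 368 ± 91.7 and 107 ± 36.3 (1.81, 0.10, 2.04e-09). Each was higher in FLS in 8 of 8 libraries, and all 3 genes were held out of the clustering. They also passed adjusted over the list alone, which is not independent evidence as the study chose the list on these samples. Of 9926 genes tested 2116 were higher and 2124 lower in FLS, or 3884 in all by DESeq2, and the total moved most with no filter on low counts, to 5659. Regulon activity and immunostaining were not covered by these counts.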

Reconstruction of gene regulatory networks revealed that *Sox5* and *Foxo1* transcription factors interact with key FLS genes (figure 6E), supporting their potentially critical role in FLS fate determination.

**Figure 6:**
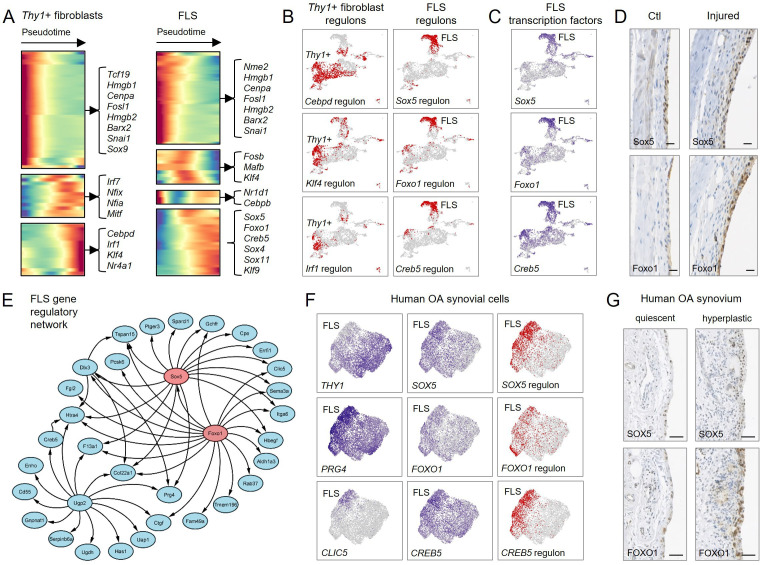
Transcriptional programmes regulating fibroblast differentiation trajectories. (A–C) Transcription factors and regulons associated with the two fibroblast differentiation trajectories (*Thy1*+ fibroblasts and FLS) identified in figure 5. (A) Heatmaps showing expression across pseudotime of transcription factors whose expression changed significantly across either trajectory. Transcription factors are clustered by pseudotemporal expression pattern. Top differentially expressed transcription factors are indicated. (B) Activity of selected regulons associated with transcription factors identified by pseudotime analysis, projected onto the integrated steady-state and injured-state UMAP plot as shown in figure 3B. See online supplemental figure 23 for regulon activity analysed independently in steady state and injured state. (C) Expression of selected FLS-associated transcription factors identified from the pseudotime analysis projected onto the integrated steady-state and injured-state UMAP plot. Expression of *Sox5* and *Foxo1* is mostly restricted to the FLS, while *Creb5* shows a wider expression pattern. (D) Immunohistochemical detection of SOX5 and FOXO1 in near-consecutive tissue sections of 11–13 week old mice 7 days post-injury (n=5) showing expression in synovial lining of control (unoperated contralateral control knee) and injured knees. Scale bars: 20 µm. See online supplemental figure 24A for lower magnification images and isotype negative control stainings. (E) Predicted FLS-associated gene regulatory network based on the mouse scRNA-seq data, constructed using GENIE3 and Cytoscape, indicating that the transcription factors Sox5 and Foxo1 drive key FLS-associated genes. (F) UMAP plots of scRNA-seq data from human OA synovium obtained at arthroplasty (n=3; 2 female and one male, mean age 68)^28^ showing from left to right expression of indicated marker genes to identify FLS (THY1-PRG4+CLIC5+), expression of transcription factors *SOX5*, *FOXO1 and CREB5*, and activity of associated regulons. See online supplemental figure 25 for analysis of two additional human OA synovial cell datasets.^13 29^ (G) Immunohistochemical detection of SOX5 and FOXO1 in near-consecutive tissue sections of human OA synovium obtained at arthroplasty (n=6; see online supplemental table 1 for donor information), showing expression in quiescent and active areas of synovial lining. Scale bars: 20 µm. See online supplemental figure 24B for lower magnification images and isotype negative controls. UMAP, uniform manifold approximation and projection; FLS, fibroblast-like synoviocytes; OA, osteoarthritis.

For clinical relevance, we extended our analysis to published data from knee synovial tissues of osteoarthritis patients,^13 28 29^ which similarly showed that *THY1-PRG4+CLIC5*+ FLS exhibited *SOX5, FOXO1* and *CREB5* regulon activity (figure 6F, online supplemental figure 25). Immunohistochemistry confirmed SOX5 and FOXO1 expression in both quiescent and hyperplastic lining of human synovium (figure 6G, online supplemental figure 24B). These data indicate that molecular regulation of the FLS phenotype is conserved across species and states.

## Discussion

Comprehensive cell atlases from diseased joints with inflammatory or degenerative arthritis have documented heterogeneity of synovial fibroblasts, identifying perturbed-state subsets.^13 15 25 30^ We previously reported that in the adult knee synovium, the *Gdf5*-lineage cell population contains fibroblasts that become pathogenic in inflammatory arthritis^31^ and progenitors that form cartilage after injury.^2 11^ However, little was known about the fibroblasts in healthy joints, and it remained to be determined whether progenitors and fibroblasts are distinct cells, or plastic fibroblasts adopt progenitor activity. In this study, single-cell transcriptomic analysis of ontogenetically distinct stromal cell lineages from steady-state mouse knee joints led to the identification of FLS and distinct *Prg4*-expressing progenitors in the lining, both largely deriving from the embryonic joint interzone. Joint surface injury, employed to study repair mechanisms,^2^ triggered proliferation of progenitors in the lining, and additional cells located near blood vessels in sublining predicted to supply specialised fibroblasts.

Traditionally, *Prg4*-expressing synovial lining fibroblasts are considered to be specialised FLS that maintain joint homeostasis through secretion of lubricating factors.^1^ Here, we disentangle the identity of the lining fibroblasts and show that they comprise two distinct cell subsets, FLS and progenitors postulated to replenish FLS lost to physiological turnover. The observation that in synovium, clonal fibroblasts are arranged longitudinally parallel to the lining, supports this notion. We also show that the synovial lining hyperplasia following joint surface injury^2 32^ is largely underpinned by an expansion of FLS driven by proliferating *Prg4*-expressing progenitors. A previous study tracing the progeny of cells expressing *Prg4* showed their proliferation and expansion in synovium after cartilage injury.^32^ Our data identify a population of *Prg4*-expressing progenitors in synovial lining that are distinct from FLS and respond to injury with proliferation to supply new FLS.

The FLS population is further expanded after injury by differentiation of cells that do not derive from the *Gdf5*-lineage population. Although the non-*Gdf5* lineage FLS are transcriptomically highly similar to their *Gdf5*-lineage counterparts, to which extent they are functionally equivalent remains to be determined. Similarly, while *Gdf5*-lineage cells are the main progenitors that form articular cartilage during development, repair cartilage after injury in adulthood,^2^ and form osteophytes in osteoarthritis,^11^ other cells can give rise to new chondrocytes, especially ectopically in synovium after injury.^2^ Thus, while the *Gdf5*-lineage cells are the natural progenitors for FLS and articular chondrocytes, under conditions of stress, other cells in the joint supply FLS and chondrocytes in a compensatory mechanism.

The quiescent cells from which the injury-induced cells with multipotent phenotype originate remain to be determined. A recent study identified a population of fibroblasts that reside near blood vessels in many tissues, marked by expression of *Pi16*. These cells were postulated to be unspecialised reservoir cells giving rise to tissue-specific specialised fibroblasts.^15^ We identified a transcriptomically similar *Pi16*+ fibroblast cluster in the adult mouse knee, which was predicted to give rise to specialised cells of the steady-state skeletal joint. After injury, proliferating cells feeding into differentiation trajectories were found to be enriched in a sublining perivascular niche, and we previously showed these perivascular cells to be distinct from pericytes.^33^ While these cells could be progeny of the *Pi16*+ fibroblasts, we speculate that quiescent fibroblasts in the joint, under the stress resulting from damage, would be opportunistically recruited to function as facultative progenitors, showing a plasticity that has been reported in other tissues.^34^

A comparative analysis of synovial fibroblasts in joint surface injury and various perturbed states revealed an overall similar fibroblast response. Fibroblasts with an inflammatory phenotype were detected in our injury model, although at a much lower prevalence compared with the STIA mouse model of inflammatory arthritis. Inflammation plays a crucial role in repair.^35^ Likewise, activated cells with a multipotent phenotype were detected in both injury and STIA models. These data suggest that inflammatory and multipotent fibroblast transcriptional states reflect a generic response to insult, although their prevalence and level of activation would be context-dependent and likely to determine structural outcome. It was interesting to observe that while few FLS were present in the STIA dataset, *Prg4*-expressing progenitors were abundant and extended into the PF clusters. This suggests that under inflammatory conditions such as rheumatoid arthritis, *Prg4*-expressing progenitors are shifted towards pathogenic fibroblasts.

Our data define the molecular identity of FLS distinct from *Prg4*+ progenitors, and reveal the transcriptional programmes underpinning synovial fibroblast differentiation. Notably, both mouse and human FLS are characterised by *Sox5*, *Foxo1* and *Creb5* regulon activity. This suggests that the identified gene regulatory networks are crucial for the FLS phenotype and that their disruption could result in dysregulation of FLS formation or function. The transcription factors Foxo1 and Sox5 have been linked to skeletal cell survival and fate.^36 37^ Creb5 was shown to be required for the induction of *Prg4* expression in articular chondrocytes.^19^ Since the synovial lining shares many properties with the superficial zone of the articular cartilage, including production of lubricin (encoded by *Prg4*), it is likely that the *Creb5* regulon has similar functions in FLS and superficial zone chondrocytes.

In summary, our analysis at single-cell resolution of stromal cells isolated from steady-state and injured mouse knees provides novel insights into the ontogeny and taxonomy of fibroblast and progenitor populations in synovium and defines differentiation trajectories and their molecular regulation. This study critically advances our knowledge of the cell populations that maintain the synovial joint in adult life.

## Data Availability

Data are available in a public, open access repository. Data are available on reasonable request. Single-cell RNA sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession code GSE214500. All data relevant to the study are included in the article or uploaded as online supplemental information.

How the deposited data were processed for this re-analysis (not part of the article)

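Single-cell RNA was measured in 9 libraries of stromal cells from knees of *Gdf5*-Cre;Tom;Pdgfrα-H2BGFP mice. They are 2 Tom+ libraries and 1 Tom-GFP+ library of the steady state, and 4 Tom+ and 2 Tom-GFP+ libraries on day 6 after joint surface injury. The paper's legends give ages of 11 weeks in the steady state and 12 weeks after injury, and the labels of the samples give the range from 11 to 12 weeks for all. *Xist* UMIs were detected in most cells of every library and *Ddx3y* UMIs in 0% of stromal cells of every library, so all were read as female. The authors made the libraries with the 5' kit of 10x Genomics (version 2), sequenced them on a NextSeq 500, counted UMIs per gene and called the barcodes that hold cells. The values used are these raw UMI counts, without normalization, and the 5 libraries with the newer file layout name software version 3.0.2 in their headers. The gene list has 54534 entries, 54532 of them Ensembl genes and 2 reporters (tdTom and H2BeGFP). The genome build behind it is not stated in the text or the files read, which did not include the online supplement. GENCODE vM21 on GRCm38 was used for positions and gene types, and 13048 of the listed genes are annotated there as pseudogenes.

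Over all libraries 5161 barcodes were deposited. Those with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs were kept, which left 4788 cells. Of the 373 barcodes that failed, 366 were in the 5 libraries with the newer file layout. The stricter filter (1000 genes, 5%) left 4380 and the looser (200 genes, 20%) 4880. Among kept cells 106 were immune and 46 endothelial and were set aside, and 4636 stromal cells remained. Depth limits which genes can be read in single cells, as the passages state beside each share. Intervals are exact 95% binomial intervals, and a count of 0 is taken to allow 3 counts. Both cover counting error alone.

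Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3) normalized the counts on the log scale, chose 2000 variable genes, integrated the libraries by canonical correlation analysis, and clustered cells on 30 dimensions at Louvain resolution 1. The steady-state libraries were clustered alone, and all 9 together. Held out of the variable genes were the genes to be read out, every collagen gene, the reporters, *Xist* and genes of the Y chromosome. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and scanpy 1.11.5 (for Scrublet scores) was used for the rest.

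Clusters were named by markers listed beforehand. A marker qualified when it was at least 1.5 times as high in the cluster as in other cells (with 0.05 added to UMIs per 10000) and detected in at least 10% of its cells, and a name needed 3 markers. The way of applying the list was settled after the clusters were seen. A minimum of 2 times had been used under 2 earlier rules, and the rule in use is the last of 3. It was chosen before any test of cluster sizes, but after it was known that 457 of the 472 cells of cluster 4 were injured cells, and its way of deciding between tenocyte-lineage and injury-induced was written for that cluster. Under both earlier rules cluster 4 was tenocyte-lineage, and cluster 0 of the steady state was an unnamed *Thy1*+ fibroblast cluster in place of F2. No other name differed. Cluster 2 has the markers of *Prg4*+ progenitors, but the list asked for a cluster without *Clic5*, *Itga6*, *Tspan15* and *Htra4*, and 2 of these (*Itga6* and *Htra4*) are higher in it than in other cells, so that by the list as written no cluster is a *Prg4*+ progenitor cluster. Clusters 2 and 4 are therefore called by number. The *Thy1*+ fibroblasts leave out cluster 4 under either name. In alternative clusterings each cluster took the name of the main cluster that gave most of its cells. This too was settled after the clusters were seen, because naming afresh left cluster 2 without a counterpart in several of them.

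Cells per cluster and UMIs summed per library over the cells of a class were tested with edgeR 4.0.16 (quasi-likelihood F test) at a false discovery rate of 0.05 by Benjamini-Hochberg adjustment. For genes, counts were scaled by TMM and filtered by filterByExpr. For clusters the offset was the number of stromal cells, with no trend in the dispersion. Fits of *Thy1*+ fibroblasts, all stromal cells and cluster sizes held all 9 libraries in 4 groups of lineage and state, so that the lone Tom-GFP+ steady-state library is assumed to vary like the others. Comparisons of FLS, F4 and cluster 2 with other cells took the library as a block and needed at least 10 cells of each class in a library. DESeq2 1.42.0 was run beside edgeR. Genes to be named were fixed beforehand as those the paper names and, for injury in *Thy1*+ fibroblasts, the 10 largest changes among genes past the threshold whose injured libraries all lie on the same side of the steady-state libraries. For the correlation of groups a gene needed 10 CPM in at least 1 of the sums, and 2 was added before taking logs.

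The tests were tried on simulated data with 200 changed genes in the real designs. By edgeR the recovered share of the changed genes ran from 12.8% (injury in Tom-GFP+ *Thy1*+ fibroblasts) to 94.0% (FLS against cluster 2). False calls made up 16.7% and 14.1% of calls for injury in Tom-GFP+ and Tom+ *Thy1*+ fibroblasts, above the nominal 5%, and DESeq2 reached 20.9%. The cluster test was tried in 100 draws.

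The samples, comparisons, tests, main settings, marker lists and most alternatives were chosen before the data were examined. The alternatives were DESeq2, no TMM, no filter on low counts, the filters on cells, resolutions of 0.6 and 1.5, no integration, the held-out genes among the features, cells with the highest 5% of Scrublet scores left out, the replicate number or the file layout as a block, Tom+ libraries or the compared groups alone, at least 5 cells per class, all stromal cells or cluster 4 added to the *Thy1*+ fibroblasts, cells thinned to 3000 UMIs, exact permutation tests, and each library left out in turn. Left out of the work are flow cytometry, immunostaining, clonal tracing, velocity and trajectory analyses, regulons, the arthritis model and human data, which these files do not hold or which were not attempted.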

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

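The tests of H2BeGFP, of the clusters in Tom+ injured replicate 4, of pseudogenes and of *Cthrc1*, *Lox* and *Glipr1* were all chosen after the results were seen. A library was taken as far from the others by Dixon's Q test of its gap to the nearest library against the range of the 4, at the 95% level. Of 59 groups of 4 libraries tested, 8 held such a library, where chance gives 1 in 20, or 2.95 groups.

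In Tom+ injured replicate 4, F2 (cluster 0) made up 12.8% of stromal cells against 8.14% to 8.48% in the other Tom+ injured libraries, F4 (cluster 6) 9.42% against 3.36% to 4.26%, and the unnamed cluster 14 with adipocyte genes 5.48% against 0.213% to 0.269%. A lower share of the clusters that rise after injury would raise all other clusters by a like factor. The tables argue against this as the whole cause, since F1 stood at 0.532 times the mean of the other libraries and below each of them, F6 was found in 0 of 584 cells, and of 10 clusters compared only 5 had a factor above 1, with the highest at 22.6. A difference in the tissue taken with the joint, such as fat, stays open and was not tested. Nothing in the design sets this mouse apart from the other injured mice, and no biological explanation was tested.

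In the proliferating cluster of the same library, 10 of 16 cells had UMIs of at least 2 of the 5 cell cycle genes (62.5%, 95% interval 35.4 to 84.8), against 95.2% to 96.3% in the other Tom+ injured libraries. The number of cells is small, and no technical or biological explanation was tested for it.

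Pseudogenes took 1.03% of the UMIs of *Thy1*+ fibroblasts in Tom+ injured replicate 1 and 0.541% to 0.551% in the other Tom+ injured libraries. This library is the only injured library in the older file layout. Over all stromal cells its share was 1.04%, which lies above the other 5 injured libraries and below the 3 steady-state libraries. The layout of the file and the software behind it cannot be told apart from a difference between mice here, because a single injured library carries that layout.

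The same library was far above the other Tom+ injured libraries in *Thy1*+ fibroblasts for *Cthrc1* (3859 CPM against 1315 to 1530), *Lox* (793 against 228 to 295) and *Glipr1* (31.5 against 9.26 to 12.2). Against the highest of all 5 injured libraries of the newer layout, which for each gene was Tom-GFP+ injured replicate 1, the ratios were 2.10, 1.79 and 0.780. *Cthrc1* and *Lox* thus lie above every library of the newer layout, as the file layout as the cause would have it, and *Glipr1* does not. With 1 injured library in the older layout, and *Glipr1* at low counts, the layout cannot be told apart from a stronger response in that mouse. Depth per cell was also highest in this library, and whether it bears on these genes was not tested.

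The paper's main text does not report on immune cells in these libraries, and the online supplement was not read. Immune cells held 5.97 H2BeGFP UMIs per 10000, with UMIs of the reporter in 87.7% of the cells. This was 146% of the level in *Thy1*+ fibroblasts. In the libraries with at least 10 immune cells the shares were 93.2%, 92.0% and 81.8%. Free RNA was tested through vascular smooth muscle cells of all libraries, which held 0.454 per 10000. This argues against RNA outside cells at a level common to all cells. In the steady-state clustering, smooth muscle held 4.17 and 2.15 per 10000 in Tom+ replicates 1 and 2 and 2.37 in the Tom-GFP+ library. These higher levels rest on 13, 14 and 4 cells, and for the steady state the test cannot decide. Doublets with fibroblasts were tested through abundant fibroblast genes, of which *Col1a1* stood at 4.02% and *Dcn* at 1.62% of the level in *Thy1*+ fibroblasts. Reads of the mouse H2B genes counted as the reporter were tested through FLS, which had more UMIs of those genes (1.71 per 10000 against 1.34 in immune cells) and fewer of the reporter (2.49 per 10000). Doublets and reads of the H2B genes are argued against, as is free RNA outside the steady state. Of the 106 immune cells 2 were in Tom+ steady-state and 81 in Tom+ injured libraries, which were sorted for Tom, and UMIs of tdTom were found in only 18.2% and 8.00% of them in Tom+ injured replicates 3 and 4. Why such cells are in these libraries was not tested. Expression of the H2BeGFP transgene by the immune cells themselves may account for its UMIs, and this hypothesis rests on the same data and was not tested. Endothelial cells were similar, at 6.67 per 10000.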

How the results depend on the processing

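Alternatives chosen after the data were seen are those with pseudogenes left out, the thinning of cells in the comparison of genes, the test for single genes that differ between lineages in their response, the earlier naming rules, each library left out in the counts of coexpression and cycling, and 3 of the clusterings for FLS in the Tom-GFP+ steady-state library (the looser filter, the held-out genes and the highest Scrublet scores left out). The others were planned.

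Of the main results, 10 kept their direction and their side of the threshold, or stayed within 1.5 times for a count and within the SD or interval for a share, under every alternative run for them, and 15 did not. The 10 are the 5 numbers of kept cells, the interaction for cluster sizes (0 in all), FLS against other stromal cells (3647 to 5659 genes), coexpression of the 3 factors, cycling cells, and FLS in the Tom-GFP+ steady-state library (0.732% to 0.785%). The coexpression and cycling values stayed within an SD that is itself as large as the mean, so that this says little, and thinning took coexpression from 6.81% to 0.146%. For single genes and clusters 17 results kept both and 55 did not, with 144 values over the settings chosen beforehand that no longer passed, 32 that passed where the main value did not and 3 whose direction turned. Those 3 were *C430049B03Rik* between the injured lineages without integration (0.21), *Sox9* in osteoblast-lineage cells without Tom+ steady-state replicate 2 (-0.11, against 0.45 at most with another library left out) and *Sox9* in all stromal cells without that library (0.84, against -1.07 at the lowest). In the proliferating cluster the mean share of cycling cells moved to 49.8% after thinning. For none of these was the cause tested, apart from thinning, which leaves fewer UMIs by construction.

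FLS in Tom+ cells (log2 1.69, adjusted p = 0.0554 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the threshold with the stricter filter on cells (1.64), the looser filter (1.65), the held-out genes among the features (1.71) and the highest Scrublet scores left out (1.80). With each library left out it was 1.46 to 1.82, and it passed without Tom+ injured replicate 1 (1.82) and without replicate 4 (1.71). In Tom-GFP+ cells (3.38) it no longer passed without integration (4.00), with the held-out genes (3.01), without the highest Scrublet scores (2.67), with the file layout as a block (2.72) or in the exact permutation test (3.45), which with 3 libraries cannot pass. The range with each library left out was 2.62 to 3.91, without a pass when Tom-GFP+ injured replicate 2 was out (2.62). Cluster 2 in Tom+ cells (1.51) passed with the stricter filter (1.65) and without integration (3.20), and leaving out each library gave 1.25 to 1.74, with a pass without Tom+ injured replicate 1 (1.74) or 4 (1.60). In Tom-GFP+ cells (2.50) its direction turned with the looser filter (-0.54), at resolution 0.6 (-0.65) and without the highest Scrublet scores (-0.58). There the matching cluster takes in 12.6%, 12.8% and 10.1% of the steady-state library. Without each library in turn it was 2.46 to 2.55. Adjusted p over the alternatives ran from 0.0153 to 0.280, 0.0230 to 0.105, 0.0142 to 0.562 and 0.0530 to 0.737 in these 4 results. The number of clusters past the threshold in Tom+ cells (2) was 7 with the stricter filter, 5 with the looser, 1 at resolution 0.6, 5 without integration and 4 without the highest Scrublet scores. It ranged from 0 to 6 over the libraries left out, with 0 without Tom+ steady-state replicate 2 and 6 without Tom+ injured replicate 1 or 4. For these changes the cause was not tested.

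Injury in Tom+ *Thy1*+ fibroblasts (972 genes) gave 2043 genes with no filter on low counts, which tests more genes, 1548 with the file layout as a block, 1932 in all stromal cells, 1828 with cluster 4 counted in, 590 with pseudogenes left out and 556 in thinned cells. The range with each library left out is 74 to 1416, namely 74 and 195 without Tom+ steady-state replicates 1 and 2, and 1416, 450, 556 and 691 without Tom+ injured replicates 1 to 4. In Tom-GFP+ cells (84 genes) the counts were 266 by DESeq2, 1162 with no filter, 582 with the layout as a block, 370 without integration, 139 in all stromal cells, 341 with cluster 4 counted in, 710 with only the groups compared in the fit and 38 with pseudogenes left out. Leaving out each library gave 1 (Tom-GFP+ injured replicate 1) to 5 (replicate 2). Injury in all Tom+ stromal cells (1932) gave 1014 with the layout as a block, and 151 to 2234 with each library left out (151 and 163 without Tom+ steady-state replicates 1 and 2, 967 and 879 without Tom+ injured replicates 2 and 3). Fewer samples stand behind each of the counts with a library left out, and a lone library is then assumed to vary like the other groups. For the others the cause was not tested.

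Between the injured lineages (4 genes) the counts were 33 by DESeq2, 349 with no filter, 11 with the layout as a block, 2 with the stricter filter, 2 at resolution 1.5, 7 in all stromal cells and 2 with only the groups compared. Leaving out each library gave 2 to 16 (14 and 2 without Tom+ injured replicates 1 and 2, 16 without Tom-GFP+ injured replicate 2). Between the steady-state lineages (4 genes) they were 21 by DESeq2, 235 with no filter, 42 with the layout as a block, 72 without integration, 2 in all stromal cells and 109 with only the groups compared, and 0 without either of the Tom+ steady-state libraries. FLS against cluster 2 (2110) gave 1388 (without Tom+ injured replicate 2) to 2222 with each library left out. FLS against other stromal cells (4240) gave 3647 to 4339. F4 (870) gave 381 by DESeq2 and 598 to 959 with each library left out. FLS between the lineages (1) gave 4 by DESeq2, 72 with no filter and 0 to 6 with each library left out (6 without Tom+ injured replicate 1, 2 without replicate 3, 0 without Tom-GFP+ injured replicate 2). FLS between the states (285) gave 926 with no filter, 178 with pseudogenes left out and 13 to 498 with each library left out (13 and 27 without Tom+ steady-state replicates 1 and 2, 498, 91 and 141 without Tom+ injured replicates 1, 3 and 4). Osteoblast-lineage cells (247) gave 715 with no filter and 2 to 313 with each library left out (45 and 2 without Tom+ steady-state replicates 1 and 2, 153 without Tom+ injured replicate 2). Apart from the genes and samples that an alternative adds or leaves out by its construction, the cause was not tested.

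The labels number the Tom+ steady-state, Tom+ injured and Tom-GFP+ injured libraries alike. With the replicate number as a block, which leaves out the unnumbered Tom-GFP+ steady-state library and so gives no value for its comparisons, FLS in Tom+ cells had a log2 fold change of 1.37 (adjusted p = 0.115), cluster 2 had 1.39 (0.134), 3 clusters passed in Tom+ cells, and the counts of genes were 697 for injury in Tom+ *Thy1*+ fibroblasts, 6 between the injured lineages and 918 for injury in all Tom+ stromal cells. The correlation across 7793 genes of the deviations of libraries with the same number from their group means was -0.0293 and 0.126 between the Tom+ steady and injured states, and 0.159 and 0.193 between the injured lineages. No value for libraries of different numbers was set beside these, so they do not decide whether the numbers pair the mice. The paper calls the Tom-GFP+ mice matched without naming the pairs in its main text, and no pairing was assumed.

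Simulations set limits on what these results can exclude, though none of them varied the depth or the number of libraries. In simulated data of the same design, 12.8% of changed genes were recovered for injury in Tom-GFP+ *Thy1*+ fibroblasts, 38.0% in Tom+ *Thy1*+ fibroblasts, 38.7% and 13.9% between the lineages in the injured and steady states, and 93.4% for FLS against other stromal cells. Names of clusters rest on a rule settled after the clusters were seen. Under the 2 earlier naming rules cluster 4 was tenocyte-lineage, which changes no count of genes, and 1 of 13 steady-state clusters had another name.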

Differences from the paper's values

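The count with pseudogenes left out was chosen after the results were seen, and the rule that names clusters after the clusters were seen. The other alternatives named here were set before the data were examined. The paper's values for shares of cells were read from Fig. 3, where cells of a group appear to be pooled, and the shares given here are means over libraries.

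The share of FLS in the Tom-GFP+ steady state is, for the paper, about 0% in Fig. 3D, read by eye, and was 0.739% here (3 of 406 cells). It differed under every alternative run, at 0.491% to 1.32%. For this share and the next, of 3 and 5 cells, a reading by eye cannot resolve a difference of a few cells. No test was made of these differences. The share of the *Prg4*+ progenitor cluster in the Tom-GFP+ steady state is, for the paper, about 0.3% in Fig. 3D, read by eye. Cluster 2, which does not meet the marker list for that cluster, made up 1.23% here (5 of 406 cells). Without integration the share of cluster 2 was 0.246% and did not differ. It differed at resolution 0.6 (12.8%) and 1.5 (1.23%), with the stricter (0.773%) and looser filter (12.6%), with the held-out genes (4.93%) and without the highest Scrublet scores (10.1%). The share of F2 in the Tom-GFP+ steady state is, for the paper, about 13% in Fig. 3D, read by eye, and was 21.7% here. It did not differ at resolution 1.5 (12.1%) and without integration (16.7%), and did at resolution 0.6 (41.0%), with the stricter (20.4%) and looser filter (35.7%), the held-out genes (28.1%) and without the highest Scrublet scores (34.7%). In the Tom-GFP+ injured state the share of F2 is, for the paper, about 8% in Fig. 3D, read by eye, and was 14.1% here. It did not differ at resolution 1.5 (11.6%), and did at resolution 0.6 (27.8%), without integration (0.865%), with the stricter (15.6%) and looser filter (17.6%), the held-out genes (16.5%) and without the highest Scrublet scores (20.5%).

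The paper states that FLS were detected in Tom+ cells only in the steady state. Here 3 FLS were found in the Tom-GFP+ library, and no alternative gave none.

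The paper states that FLS and *Prg4*+ progenitors increased within both lineages after injury. Its legend names a negative binomial generalised linear model with Benjamini-Hochberg adjustment and does not say whether the cells or the libraries were the replicates, and the libraries are the replicates here. All 4 changes were upward here. FLS passed the threshold in Tom-GFP+ cells, though not in every alternative, and not in Tom+ cells (log2 1.69, adjusted p = 0.0554 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed in Tom+ cells with the stricter and the looser filter, the held-out genes, without the highest Scrublet scores, and without Tom+ injured replicate 1 or 4. Cluster 2 did not pass in either lineage (1.51 and 2.50). In Tom+ cells it passed with the stricter filter, without integration, and without Tom+ injured replicate 1 or 4. In Tom-GFP+ cells it passed in no alternative.

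The paper describes a steady-state subcluster of *Thy1*-negative *Prg4*+ cells. It was picked out there by selected marker genes. Here the steady-state clustering gave no such cluster, but no cluster was divided further, so the subcluster was not looked for in the same way. Among the 44 Tom+ steady-state cells of cluster 2 *Thy1* UMIs were found in 34.1%. Cluster 2 was found over all libraries, and its cells need not be those of the paper's subcluster. The paper describes 4 injury-induced clusters, and 1 cluster (cluster 4) was named so here, besides 1 proliferating cluster. Under the 2 naming rules tried before, 0 clusters had that name.

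The paper states that matrix genes rise after injury. In Tom-GFP+ cells *Timp1*, *Sparc*, *Lox*, *Lum* and *Bgn* were higher without passing (adjusted p from 0.0794 to 0.437). Over the alternatives the lowest adjusted p were 1.10e-18 for *Timp1*, 0.00103 for *Sparc* and 1.19e-07 for *Lox*, which thus pass in at least 1 setting, and 0.250 for *Lum* and 0.136 for *Bgn*, which pass in none.

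The paper states that injured and steady-state FLS are highly similar. Their correlation here was 0.890, and 285 genes differed, or 178 with pseudogenes left out. The correlation kept the pseudogenes, which took 2.36% of FLS UMIs in the Tom+ steady state and 0.580% after injury. *Thy1*+ fibroblasts of the Tom+ libraries had 0.893 between the states. The value is thus not particular to FLS and does not decide whether it differs from the paper.

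The paper describes an osteochondral phenotype of the osteoblast-lineage cluster after injury. *Acan* rose here, *Sox9* did not change detectably (log2 0.17), *Runx2* was lower (61.8 against 186 CPM), and *Col2a1* was too low to test.

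The paper describes cycling cells in the *Prg4*+ progenitor cluster that extend into FLS. The clustering here set 219 of the 322 cycling cells apart in a proliferating cluster, so the shares left in cluster 2 (4.62%) and FLS (1.24%) do not decide whether this differs.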

Other observations

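Chosen after the results were seen were the tests of sorting, of Scrublet scores, of independence, of FLS as a background, of depth and free RNA in Tom+ injured replicate 1, of the file layout except for *Scx* in tenocyte-lineage cells, of the isolation response and of pseudogenes. The tests of free FLS RNA, of *Scx* by file layout in tenocyte-lineage cells, of depth for the injury genes and of the mix of clusters were set before.

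FLS in the Tom-GFP+ steady-state library. If they were Tom+ cells sorted into the Tom-GFP+ library, the 3 cells would hold as many tdTom UMIs as Tom+ FLS, and only 1 of 46 Tom+ FLS had as few. The sort itself selects for little tdTom, so this does not decide. Of the 3 cells 2 had tdTom UMIs, against 15 of the other 403 stromal cells of the library (3.72%). Sorting of Tom+ cells into this library stays open and cannot be told apart from FLS of the Tom-GFP+ lineage, because 3 cells are too few. With RNA of FLS outside cells as the source, other cells of the library would reach their *Prg4* level, and 0 of 403 did. The margin is small, since the highest of the others held 104.1 *Prg4* UMIs per 10000 and the lowest of the 3 held 107.8, while the median of the others was 0. *Prg4* is also a marker that names FLS. A cell with as much could be counted as FLS and leave the 403, so this comparison does not decide. The median of 0 argues only against free RNA at a level common to all cells. All 3 stayed FLS with the highest 5% of Scrublet scores left out, and doublets were not tested in another way. The cell with the lowest *Prg4* level had 0 *Clic5* UMIs and 1 each of *Tspan15* and *Thy1*, so its name as FLS is less certain. A biological explanation, that a few steady-state FLS stem from cells outside the *Gdf5* lineage or did not recombine the reporter, may hold and was not tested. With 3 cells in 1 library it stays a hypothesis.

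Cells of cluster 4 with UMIs of *Sox9*, *Runx2* and *Scx*. Free RNA would give cells of like depth a like share, and FLS, at a like median depth, had 0.207%, which argues against it. Detection of the 3 genes independently of each other within libraries would give about as many cells as were found, and the 1-sided permutation p was 0.228. These data are thus consistent with chance overlap of 3 genes that are each detected often in the cluster, and do not show a separate group of cells that express all 3. They do not exclude such a group either.

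The share of such cells was highest in Tom+ injured replicate 1. After thinning, *Scx* UMIs were found in 41.2% of its cells of cluster 4, above the 2.38% to 18.8% of the other injured libraries, so that depth is argued against for *Scx*. *Sox9* UMIs were found in 57.0% of its cells of cluster 4, the highest share among the injured libraries, and after thinning in 11.4%, below the 12.2% to 25.7% of the others. *Runx2* went the way of *Scx*, with UMIs after thinning in 14.9% of its cells of cluster 4, above the 2.38% to 5.94% of the others. With 1 of 438 thinned cells of cluster 4 holding all 3, depth cannot be told apart from a higher level of the genes for the share of such cells. Thinned FLS of that library held *Scx* UMIs in 6.67% of cells, which argues against free *Scx* RNA. For *Scx* the file layout stays open. In tenocyte-lineage cells *Scx* was at 0.687 to 1.82 UMIs per 10000 in libraries of the older layout and at 0.357 to 0.878 in those of the newer, where the highest of the newer (0.878) lies above the lowest of the older, and the layout cannot be told apart from a difference between mice because 1 injured library carries it. A stronger response to injury in that mouse is untested.

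Genes changed by injury in Tom+ *Thy1*+ fibroblasts. With the file layout as a block 658 of the 972 genes passed. That contrast rests on Tom+ injured replicate 1, the only injured library of the older layout, set against both Tom+ steady-state libraries. All 972 kept their direction, but every injured library already lay beyond both steady-state libraries for each gene, so this was fixed beforehand. In that mouse the layout is argued against as the whole cause, and for the other injured libraries the layout stays open. A change in the mix of clusters is argued against as the whole cause too, since within F2, the unnamed *Thy1*+ cluster, F1 and F4 the median change in the genes' own direction was 1.47, 1.14, 1.57 and 1.16, a mean of 1.34, and 931 genes had the same direction in all 4. Over all *Thy1*+ fibroblasts the median was 1.90. That sum was not scaled by TMM, unlike the sums of single clusters, and the 2 counts added before taking logs weigh more on the smaller sums. The gap between 1.90 and 1.34 thus does not decide whether a part of the change follows the mix. With cells thinned to 3000 UMIs, 462 of the 972 genes passed and 806 could be tested, of which 805 kept their direction. Most of the genes were to pass if depth was not the cause, and this held for the genes that could be tested but not for all 972. It argues against depth as the whole cause. For the genes that no longer passed or could not be tested depth stays open, as thinning lowers the power of the test along with the difference in depth. The injury remains an open biological explanation for these genes.

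Pseudogenes took fewer UMIs in the injured libraries, in every class of cells with a value in both states. Of the pseudogenes tested in *Thy1*+ fibroblasts 95.9% were lower after injury, while the median of other genes was 0.01 on the log2 scale. This is consistent with reads of parent genes being assigned to their pseudogenes more often in the steady-state libraries, through a read length, an annotation or a counting step that differed between the libraries. The file layout as the marker of such a step cannot be told apart from the injury, as the injured library of the older layout, at 1.04%, lies between the groups. A biological fall of nearly all pseudogenes in every class was not tested. Single pseudogenes that fell after injury should be read with this limit.

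F6 cells were more frequent in the Tom-GFP+ steady-state library, and their genes include Ccl2, Cxcl1 and Egr1, which can respond to cell isolation. Of 16 genes of the isolation response, 8 were higher in the other stromal cells of that library than in both Tom+ steady-state libraries. This does not go in a single direction, and a stronger isolation response cannot be told apart from a difference between lineages with 1 library.

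The rise of FLS in the Tom+ injured libraries was at 1.18 on the log2 scale with the file layout as a block, against 1.69 without. Tom+ injured replicate 1, in the older layout, had the lowest share of FLS of the Tom+ injured libraries (12.1%) and a higher one than the steady-state libraries. A part of the rise may follow the layout, which cannot be told apart from differences between mice because a single injured library has it.

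Between the injured lineages 4 genes differed in *Thy1*+ fibroblasts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 670 at an unadjusted p under 0.05 and 33 by DESeq2. They were tdTom (log2 7.20), *Cxcl13* (-5.79), *C430049B03Rik* (-3.58) and *Gngt2* (-3.39), named after their values were seen, and not separated from the mix of clusters. Without Tom+ injured replicate 1 and Tom-GFP+ injured replicate 2 the counts were 14 and 16, and without Tom+ injured replicate 2 it was 2.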
